# Effects of moderate doses of ionizing radiation on experimental abdominal aortic aneurysm

**DOI:** 10.1371/journal.pone.0308273

**Published:** 2024-08-01

**Authors:** Goran Riazi, Chloe Brizais, Imene Garali, Rida Al-rifai, Helene Quelquejay, Virginie Monceau, Guillaume Vares, Lea Ould-Boukhitine, Damien Aubeleau, Florian Gilain, Celine Gloaguen, Morgane Dos Santos, Hafid Ait-Oufella, Teni Ebrahimian

## Abstract

**Background:**

Exposure to ionizing radiation has been linked to cardiovascular diseases. However, the impact of moderate doses of radiation on abdominal aortic aneurysm (AAA) remains unknown.

**Methods:**

Angiotensin II-infused *Apoe*^*-/-*^ mice were irradiated (acute, 1 Gray) either 3 days before (Day-3) or 1 day after (Day+1) pomp implantation. Isolated primary aortic vascular smooth muscle cells (VSMCs) were irradiated (acute 1 Gray) for mechanistic studies and functional testing in vitro.

**Results:**

Day-3 and Day+1 irradiation resulted in a significant reduction in aorta dilation (Control: 1.39+/-0.12; Day-3: 1.12+/-0.11; Day+1: 1.15+/-0.08 mm, P<0.001) and AAA incidence (Control: 81.0%; Day-3: 33.3%, Day+1: 53.3%) compared to the non-irradiated group. Day-3 and Day+1 irradiation led to an increase in collagen content in the adventitia (Thickness control: 23.64+/-2.9; Day-3: 54.39+/-15.5; Day+1 37.55+/-10.8 mm, P = 0.006). However, the underlying protective mechanisms were different between Day-3 and Day+1 groups. Irradiation before Angiotensin II (AngII) infusion mainly modulated vascular smooth muscle cell (VSMC) phenotype with a decrease in contractile profile and enhanced proliferative and migratory activity. Irradiation after AngII infusion led to an increase in macrophage content with a local anti-inflammatory phenotype characterized by the upregulation of M2-like gene and IL-10 expression.

**Conclusion:**

Moderate doses of ionizing radiation mitigate AAA either through VSCM phenotype or inflammation modulation, depending on the time of irradiation.

## Introduction

The impact of ionizing radiation on human health represents a major concern for both populations and stakeholders in the nuclear field. While the dose-response relationship in high dose ranges follows a well-characterized linear model [1], the explanatory model for low to moderate doses of ionizing radiation still remains a matter of debate [2, 3]. Cardiovascular diseases (CVDs) remain the leading cause of death worldwide. According to the World Health Organization, 17.9 million people succumbed to CVDs, constituting 32% of all causes of death [4]. In the context of cardiovascular diseases, numerous studies have demonstrated that exposure to ionizing radiation aggravates these pathologies beyond 0.5 Gy [5–8]. Experimental studies conducted on rodents below this threshold yield more contrasting results. Mitchel et al. [9] showed that the effects of low and moderate doses of ionizing radiation were not dose-proportional in experimental atherosclerosis and slowed plaque progression. Ebrahimian *et al*. [10] and Le Gallic *et al*. [11] reported that low and moderate doses of chronic exposure reduced plaque size and enhanced atherosclerotic lesion stability in mice. Rey *et al*. [12] have shown that in *Apoe*^-/-^ mice, chronic low-dose and low-dose-rate irradiation induced a switch towards an anti-inflammatory and anti-oxidative phenotype. In contrast, Mancuso *et al*. [13] demonstrated that acute but not chronic exposure had pro-atherogenic effects with a 1.6-fold increase in murine plaque size in the abdominal aorta, associated with higher expression of MMP9, an enzyme involved in extracellular matrix (ECM) remodeling. All these studies yield diverse and sometimes contradictory results, emphasizing the need to contextualize findings regarding dose, dose rate, the nature of ionizing radiation, and the pathological context.

AAA is another common cardiovascular disease, essentially in the elderly population. AAA is defined by a focal and permanent dilation of the aortic wall, exceeding 50% of the diameter upstream and is associated with a risk of life-threatening dissection and/or rupture. The physiopathology of AAA is complex and still not fully understood. Several cellular and molecular actors are involved, leading to chronic inflammatory process and degradation of the medial layer of the vascular wall [14]. Three interdependent major processes occur during the initiation and development of AAA: inflammatory cell infiltration, degradation of the ECM, and loss of VSMCs.

To date, the impact of ionizing radiation on AAA development has never been studied. The aim of our study was to investigate the effects of low to moderate doses of ionizing radiation on AAA development and to identify the underlying cellular and molecular actors. Using an experimental mice model of AAA with AngII infusion in *Apoe*^*-/-*^ mice, we showed that a single dose of X-rays (1 Gy) before and after Ang II infusion limited AAA development through different mechanisms. Ionizing radiation impacted on VSMC, and immune cells and led to an increase in collagen content in the aortic wall.

## Materials & methods

### Animals

All experiments and procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals, as published by the French regulations for animal experiments (Ministry of Agriculture Order No. B92-032-01,2006) following European Directives (86/609/CEE), and were approved by the local ethical committee of the Institute for Radiological Protection and Nuclear Safety (Permit Numbers: P19-21, P20-07, P21-09, P21-19). Male *Apoe*^*-/-*^ mice on C57Bl/6J background, aged between 6- and 8-weeks, were obtained from the Charles River Laboratory.

#### AngII-induced AAA

AngII (Sigma-Aldrich) reconstituted in PBS at a concentration of 25 mg/mL was infused in 8- to 10- week-old mice via subcutaneous osmotic pumps (Alzet model 2004, DURECT Corp, Cupertino, CA 95014) releasing a constant concentration of 1,000 ng.kg^-1^.min^-1^ for either 7 or 28 days. The pumps were set up under aseptic conditions after isoflurane anesthesia (3% for induction and 1.5% for maintenance). A solution of 100 μL of Buprenorphine diluted in NaCl 0.9% (1 mg.kg-1) was injected subcutaneously 15 minutes before surgery. For model validation, 6 mice received only PBS infusion. The mice in each group were divided into two subgroups: one subgroup was euthanized on day 7 (D7), and the second subgroup was euthanized on day 28 (D28). Mice were killed by cervical dislocation under isoflurane anesthesia.

### VSMC culture

The cell culture involved primary VSMC obtained from the aortas of male C57BL/6J mice aged between 6- and 8-weeks (Charles River). The mice were anesthetized through intraperitoneal injection of a ketamine solution (Ketamine 500, Virbac) and xylazine (Rompun 2%, Bayer) in 0.9% NaCl. The aortas were subsequently removed and washed in culture medium. The culture medium consisted of DMEM F12 (D0697, Sigma-Aldrich) with 20% fetal bovine serum (FBS) (A5256701, Gibco), supports VSMC proliferation while not conductive to endothelial cell growth [15]. The aortas were then digested for 7 minutes and 30 seconds in a freshly prepared enzymatic solution at 37°C/5% CO_2_. The solution comprised 20 mL of Hanks’ Balanced Salt Solution (HBSS), 20 mg of Collagenase II (17101015, Gibco), 200 μL of Penicillin/Streptomycin (15070063, Gibco), 100 μL of Fungizone (15290018, Gibco), and elastase (E125, Sigma-Aldrich). The *adventitia* was delicately dissected under an anatomical microscope to retain only the *intima* and *media*. The *intima* and *media* were then cut into pieces and subjected to a second digestion for 1 hour with gentle agitation at 37°C/5% CO_2_. The suspended cells were centrifuged at 1500 rpm for 5 minutes, after which the supernatant was then removed and replaced with fresh culture medium. The cells were transferred to a fibronectin coated T25 flask (diluted 1/10) and incubated at 37°C/5% CO_2_ for 7 days without disturbance. The culture medium was changed every 48 hours, and cell passage was performed when they reached 70% confluence.

### Irradiation platform

All irradiation was performed on the Small Animal Radiation Research Platform (SARRP) from XSTRAHL (XSTRAHL Ltd., Camberley, UK) at IRSN (Fontenay-aux-Roses, France). The SARRP is an image-guided micro irradiator. It consists of a Varian X-ray tube mounted on a gantry and is primarily designed for the irradiation of small animals and cells culture. For both *in vivo* and *in vitro* irradiation, the irradiation parameters were: a voltage of 220 kV, a current intensity of 5 mA, an inherent and additional filtration of 0.8 mm of Be and 0.15 mm of Cu respectively, and a half value layer of 0.667 mm of Cu. Reference dosimetry measurements were performed with the 31010 cylindrical ionization chamber with a cavity volume of 0.125 cm^3^ calibrated in dose to water (mouse irradiation) or air kerma (cell irradiation).

### Animal irradiation

The mice were anaesthetized with a combination of intraperitoneally injected 300μL of ketamine/xylazine before undergoing total-body irradiation. During irradiation, the mice were positioned in the open field of the radiation chamber at a 75.5 cm source-to-target distance. As the mice were irradiated in threes, dosimetry measurements were performed in the same conditions using three homemade mouse phantoms (water equivalent) and the ionization chamber was inserted into the central mouse phantom. The administered dose was 1 Gy in dose to water at a dose rate of 0.25 Gy.min^-1^ as a single dose, with a relative dose uncertainty of 5%. The mice were divided into three groups based on the irradiation procedure. The first group served as a non-irradiated control, the second group underwent irradiation 3 days before AngII supplementation (D-3 IR), and the third group underwent irradiation 1 day after AngII supplementation (D+1 IR). The mice in the control group received the same dose of ketamine/xylazine on the days of irradiation.

### Cell irradiation

The cells were irradiated in their culture medium using the SARRP 48 hours after being FBS-starved (FBS 0.5%). Irradiation was performed with the cells positioned in the openfiled of the radiation chamber (at a 75.5 cm source-to-target distance) following the protocol described in Dos Santos *et al* [16]. The administered dose was 1 Gy in water kerma at a dose rate of 0.25 Gy.min^-1^ as a single dose. The relative dose uncertainty was 5%. The cells were irradiated in 96-well plates for cell migration and proliferation assays, as well as for Bioplex analysis. The wells were filled with 100 μL of cell culture medium. T25 flasks were used for gene expression studies. The T25s were filled with 5 mL of cell culture medium.

### Dilation measurement

Aortic dilation was assessed using a high-frequency ultrasound system, Vevo 3100 (VisualSonics, FUJIFILM) with a high-frequency transducer (MX550D: 25–55 MHz). Mice were shaved at the abdominal level and anaesthetized with isoflurane (1.5%) for image acquisition. Measurements were taken from cross-sectional images of the suprarenal abdominal aorta following the protocol described in Sawada *et al* [17]. Evaluations were conducted prior to AngII infusion as a control, on D7 and on D28. Data was analyzed with VevoLab 5.5.1 (VisualSonics, FUJIFILM).

### Blood pressure measurement

Systolic blood pressure was quantified using a Tail Cuff CODA^®^ Non-Invasive Blood Pressure System 4.1 (Kent Scientific Corporation, USA), a non-invasive method for measuring blood pressure at the tail of rodents. To enhance measurement reproducibility, all readings were taken in the morning at the same time after a 3-day acclimatization period. The systolic blood pressure of the animals was measured before irradiation and AngII supplementation as a control, and on D21. Each measurement session comprised 20 cycles of volume/pressure, with the initial 5 cycles disregarded for analysis.

### Blood, heart, and aorta sampling

The mice were terminally anaesthetized by intraperitoneal injection of ketamine/xylazine. The blood was collected by cardiac puncture with a heparinized syringe. It was centrifuged at 1000g for 10 minutes to recover the plasma which was stored at -80°C. The hearts were weighed using a precision balance immediately after being harvested. Abdominal aortas were collected. A portion of the abdominal aortas was rapidly frozen in liquid nitrogen and stored at -80°C, while another portion was promptly embedded in Tissue-Tek O.C.T. Compound (Sakura OCT 4583) for frozen sections and stored at -80°C.

### Histology and immunohistochemistry

The mice sacrificed on D7 had their abdominal aortas frozen in O.C.T. The aortas were transversely sectioned at a thickness of 7 μm using a cryostat and stored at -80°C for subsequent histological and immunohistological analyses.

The sections were stained with Orcein to visualize elastin layers. The average number of elastin layers was quantified by a researcher blinded to the experimental protocol, involving 4 measurements per section and 8–10 sections per mouse.

Immunohistochemistry for VSMC utilized an anti-Rabbit polyclonal *α-smooth muscle actin* (α-SMA) primary antibody (ab5694, Abcam) revealed with a Donkey anti-Rabbit secondary antibody (A32795, ThermoFisher). The percentage of cellular area positive for *α-SMA* staining in the *media* was quantified using Histolab software (Microvision).

Collagen I staining employed an anti-Rabbit *Col1a1* primary antibody (234167, Sigma-Aldrich) revealed with a Donkey anti-Rabbit secondary antibody (A32795, ThermoFisher). The total surface area positive for *Col1a1* (collagen type I fiber) in the entire aorta was quantified using Histolab software.

For the identification of macrophages and resident aortic macrophages, sections were stained with an anti-Rat *CD68* (ab53444, Abcam) combined with an anti-Rabbit *Lyve-1* primary antibody (ab33682, Abcam) revealed with Goat anti-Rat (A11007, ThermoFisher) and with Donkey anti-Rabbit secondary antibodies (A32795, ThermoFisher). The percentage of *Lyve-1* and *CD68*-positive cells in the entire aorta and the percentage of *CD68*-positive cells in the entire aorta for macrophages and resident macrophages respectively was quantified using QuPath-0.4.0.

### Quantitative real time-polymerase chain reaction

Total RNA from the aortas was extracted using the RNeasy kit (Qiagen). RNA quality (260/280 nm) was determined with a Nanodrop ND 1000 spectrophotometer. The reverse transcription was performed with the high-capacity cDNA Reverse Transcription Kit from Applied Biosystems (Life Technologies).

Quantitative PCR analysis was performed with a QuantStudio 12K Flex Real-Time PCR System (Life Technologie) using Taqman 6 carboxyfluorescein-labeled probes from ThermoFisher (Tgf-β R1, Mm00436964_m1; Prkg1, Mm01207548_m1; Fbn1, Mm00514908_m1; Lama5, Mm01222029_m1; Tpm2, Mm00437172_g1; Col1a1, Mm00801666_g1; Acta2; Mm00725412_s1) and Sybr green with a standard thermal cycler protocol (50°C for 2 minutes, 95°C for 15 minutes and 60°C for 1 minute repeated 45 times). All samples were run duplicates and normalized to Gapdh, Hprt, β-actin or Ywhaz. The following primer sets were used: Gapdh (Forward 5’- AGGTCGGTGTGAACGGATTTG -3’, Reverse 5’- TGTAGACCATGTAGTTGAGGTCA -3’); b-actine (Forward 5’- AGGAAGGAAGGCTGGAAGAG -3’, Reverse 5’- TCCCTGGAGAAGAGCTACGA -3’); Mmp-2 (Forward 5’- TTCAGGTAATAAGCACCCTTGAA -3’, Reverse 5’- TAACCTGGATGCCGTCGT -3’); Mmp-9 (Forward 5’- CGGCACGCCTTGGTGTAGCA -3’, Reverse 5’- AGGTGAGGGGGCGCCTGTAG -3); Mmp-12 (Forward 5’- TTTCTTCCATATGGCCAAGC -3’, Reverse 5’- GGTCAAAGACAGCTGCATCA -3’; Mmp-13 (Forward 5’- CCTTCTGGTCTTCTGGCACAC -3’, Reverse 5’- GGCTGGGTCACACTTCTCTG -3’); Timp1 (Forward 5’- GATATGCCCACAAGTCCCAGAACC -3’, Reverse 5’- GCACACCCCACAGCCAGCACTAT -3’); Timp2 (Forward 5’- CCCCTCCACCGTTCCTCTCTTTTC -3’, Reverse 5’- TCACCCAGCCAGCACCTCACC -3’); Timp3 (Forward 5’- CCTGGCTATCAGTCCAAAC -3’, Reverse 5’- GTTGCTGATGCTCTTGTCT -3’); Il-4 (Forward 5’- AACTGTGGGCTGAGCACAGACA -3’, Reverse 5’- GCGCATCGCCTTCTATCGCCTTC -3’); Il-6 (Forward 5’- CCTTCTTGGGACTGATGCTGGTG -3’, Reverse 5’- AGGTCTGTTGGGAGTGGTATCCTC -3’); Il-10 (Forward 5’- AAGGCAGTGGAGCAGGTGAA -3’, Reverse 5’- CCAGCAGACTCAATACACAC -3’); Tnf-a (Forward 5’- AGCCGATGGGTTGTACCTTG -3’, Reverse 5’- GTGGGTGAGGAGCACGTAGTC -3’); Tgf-b (Forward 5’- GGCTACTTTGCCAACTACTGC -3’, Reverse 5’- CTGCTCCACCTTGTGTTGC -3’); Ccl2 (Forward 5’- CCCCACTCACCTGCTGCTA -3’, Reverse 5’- TACGGGTCAACTTCACATTCAAA -3’); Ccr2 (Forward 5’- AAGAGGGCATTGGATTCACCACAT -3’, Reverse 5’- ATGCCGTGGATGAACTGAGGTA -3’); Lyve1 (Forward 5’- TGGTGTTACTCCTCGCCTCT -3’, Reverse 5’- TTCTGCGCTGACTCTACCTG -3’); Retnla (Forward 5’- GGAGCTGTCATTAGGGACATCA -3’, Reverse 5’- TCCCAAGATCCACAGGCAAA -3’); Chi3l3 (Forward 5’- TCTGGGTACAAGATCCCTGAA -3’, Reverse 5’- TTTCTCCAGTGTAGCCATCCTT -3’). Relative expression was calculated using the ΔΔCt method.

### Plasma cytokine expression (Bioplex)

The cytokine expression was measured with the Bio-Plex Pro Mouse Cytokine assay kit (#M60009RDPD, BIO-RAD), containing fluorescent microspheres conjugated with monoclonal antibodies specific to IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-17A, IFN-γ, and TNF-α (N = 9 per condition).

Twenty microliters of undiluted plasma were used per sample in duplicate. The results were read using a Bio-Plex 200 system (BIO-RAD). Data was analyzed with Bio-Plex Manager software.

### Cell proliferation

Cell proliferation was measured using the WST-1 kit (Abcam, Quick Cell Proliferation Assay, ab65475). Cells were cultured in 96-well plates at a concentration of 35,000 cells per well, with 100 μL of cell culture medium. Wells without cells were used as blanks. All measurements were performed in duplicate. Ten microliters of the WST-1 reagent were added to each well. The plates were then incubated for 2 hours at 37°C/5% CO2. The plates were shaken for 1 minute in an orbital shaker at an amplitude of 1 mm before measuring absorbance. Absorbance was measured with a spectrophotometric plate reader (Infinite 200 Pro, Tecan) at 440 nm.

### Cell migration

Cell migration was assessed using a scratch assay. Cells were cultured in 96-well plates at a concentration of 40,000 cells per well with 100μL of cell culture medium. A scratch was made at the center of each well using a woundmaker^®^. The wells were washed twice with culture medium. Cells were then incubated in an Incucyte^®^ Live Cell Analysis system at 37°C/5% CO2 for 96 hours. Photos of each well were taken every 2 hours to analyze the time taken by the cells to repopulate the scratch area. All measurements were performed in duplicate.

### RNA-sequencing

Total RNA was extracted from abdominal aortas using a RNAEasy Kit (Qiagen), then mRNA was selected by polyA selection. RNA-sequence libraries were prepared with the TruSeq Stranded mRNA Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed at Genewiz Azenta Life Sciences (Leipzig, Germany) on a NovaSeq 6000 machine (Illumina) to generate at least 20 million reads. After quality control using FastQC, the reads were mapped to the Ensembl GRCm38 reference mouse genome with the STAR aligner software (v2.7.9a) using the quantMode GeneCounts option to generate read counts. Analysis of differential gene expression was performed with the edgeR package (v3.36.0, using Bioconductor v1.30.18 on R v4.1.0), with TMM normalization [18] and GLM analysis (no intercept) with quasi-likelihood F-tests [19].

A major goal of RNA-seq analysis is to identify differentially expressed genes and to infer biological meaning for further studies. Unfortunately, in our case, the differential gene expression (DGE) analysis did not produce good results (S1 Fig), due to the small cohort of samples and the specificity of the LDR. 

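The RNA-seq libraries came from aortas of control mice (n = 5), of mice irradiated before pump implantation (D-3 IR, n = 7) and of mice irradiated after it (D+1 IR, n = 7). The genes with the smallest p between the irradiated groups were, all but Apoa2 among the first 10, lower in D+1 IR. Synpo2l, an actin-associated protein of muscle (ENSMUSG00000039376.14, chromosome 14 of GRCm38, 20658946 to 20668354), averaged 11.5 ± 6.90 CPM (SD, n = 5) in control aortas, 13.5 ± 3.13 (SD, n = 7) in D-3 IR and 3.84 ± 2.33 (SD, n = 7) in D+1 IR. Its log2 fold change in D-3 IR against D+1 IR was 1.81 (standard error 0.37). The transcription cofactor Lbh (chromosome 17, 72918305 to 72941947) averaged 252 ± 70.7 CPM in D-3 IR and 127 ± 32.4 CPM in D+1 IR, a log2 fold change of 0.99 (standard error 0.22). Hrc, a calcium-binding protein of muscle, had a log2 fold change of 2.30 (standard error 0.47). Skeletal muscle genes had a median of 3.17 in the same comparison (camera, adjusted p = 2.73e-06, and adjusted p = 0.658 with an estimated correlation), and 1.6 without D-3 IR 10. None of the single genes passed the test, with an adjusted p of 0.409 for each from edgeR.

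In D+1 IR against control, Rassf7 had a log2 fold change of -1.12 (standard error 0.24) and the deubiquitinase gene Usp2 1.01 (standard error 0.25), with an adjusted p of 0.644 for both. The calpain gene Capn12, in D-3 IR against control, had a log2 fold change of 1.22 (standard error 0.34) and the lipopolysaccharide co-receptor gene Cd14 -2.84 (standard error 0.84), with an adjusted p of 1 for both. The Cd14 value rests on control aortas that averaged 95.0 ± 186 CPM.

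Of 17617 genes tested, edgeR's two-sided quasi-likelihood F-test called 0 at an adjusted p under 0.05 in D-3 IR against control, D+1 IR against control and D-3 IR against D+1 IR, and 232, 1253 and 2018 genes had an unadjusted p under 0.05. The test of any difference among the 3 groups also called 0, with 1171 genes at an unadjusted p under 0.05. DESeq2 called 0, 2 (Foxq1 and Rassf7) and 10 genes in the 3 comparisons and 23 among the 3 groups. edgeR's newer quasi-likelihood method called 0 in each comparison and 1 gene, 9530053A07Rik, among the 3 groups, where limma voom with sample weights called 0. limma voom called 0, 0 and 2298 genes in the 3 comparisons. The last count was 0 without the D+1 IR libraries 1, 2 and 3 and 629 without the libraries D-3 IR 10 and D+1 IR 3.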

For this reason, we applied Principal Component Analysis (PCA) and Partial Least-Squares Discriminant Analysis (PLS-DA) [20] to descriptive statistics analysis PLS-DA is a multivariate dimensionality-reduction analysis. It can be considered as a supervised version of PCA. In contrast with PCA, PLS-DA finds the projection best suited to distinguish between levels of the target variable. The results are shown in (S2 Fig), with between 5 to 7 mice used per group. PLS-DA outperformed PCA. This is due to the strong correlation between the RNA-seq features for class members (Control, D+1 IR, D-3 IR) that PLS-DA can detect. 

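Genes of sympathetic neurons and the adrenal medulla lay at an end of the first principal component of the PCA, among them Th and Dbh, enzymes of catecholamine synthesis, and Npy. At its opposite end lay the red cell genes Slc4a1 and Alas2. On the second component, Sost and Ereg lay opposite Elovl3 and Cyp2b10. Its scores went with the mean log2 CPM of gene lists. Pearson's r was -0.812 for white adipocyte, -0.807 for brown adipocyte and 0.863 for actin cytoskeleton and focal adhesion genes. The genes named for these components were chosen after their values were seen. The first 3 components held 35.4%, 16.1% and 13.6% of the variance of log2 CPM over 17617 genes. On the second component, the mean scores of D-3 IR (n = 7) and D+1 IR (n = 7) differed by 52.8, with p = 0.0355 in an exact two-sided permutation test and 0.319 after adjustment over 9 comparisons. The D+1 IR libraries 1, 2 and 3, of another file series, had scores of -78.26, -96.18 and -80.06 on it, and the D+1 IR libraries 17, 18, 19 and 20 scores of 62.87, -9.247, -26.33 and -24.7.

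Differences between the means of the 3 groups held 10.6% of the total variance. With the group labels permuted at random this share averaged 11.1% (one-sided permutation test, p = 0.473). On the 2 components of PLS-DA with selection of genes, the groups held 66% of the variance of the scores. With 99 permutations of the labels, each followed by a new selection of genes, that share averaged 67.1% and lay between 56.4% and 83.2%.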

In our study, PLS-DA with feature selection process (sPLA-DA) was performed in accordance withmixOmics package instructions. We used a Pathway Enrichment Analysis (PEA) as Metascape [21], to validate and evaluate the biology of the features (genes) selected.

### Statistical analysis

Statistical analysis was performed for Pearson’s Chi-squared test and nonparametric Kruskal-Wallis one-way ANOVA, Wilcoxon rank-sum test, and Mann-Whitney test.

## Results

### Irradiation reduces AngII-induced aortic dilation and protects against AAA development

First, we validated the experimental model of AAA induced by AngII infusion as described in the Materials & Methods section (Fig 1A). As expected, AngII infusion increased systolic blood pressure whereas PBS infusion did not (Fig 1B). AngII infusion also led to an increase in heart weight at both day 7 and day 28 (Fig 1C). Abdominal aortic diameter was similar at baseline between groups. Aorta diameter remained unchanged over time in mice receiving only PBS while AngII infusion induced a significant increase in abdominal aortic diameter at D7 and D28 (Fig 1D–1F). Finally, Day-28 mortality due to the dissecting aneurysm was 42% in the Angio II group. No death was observed during the follow-up in mice receiving PBS (Fig 1F).

**Fig 1:**
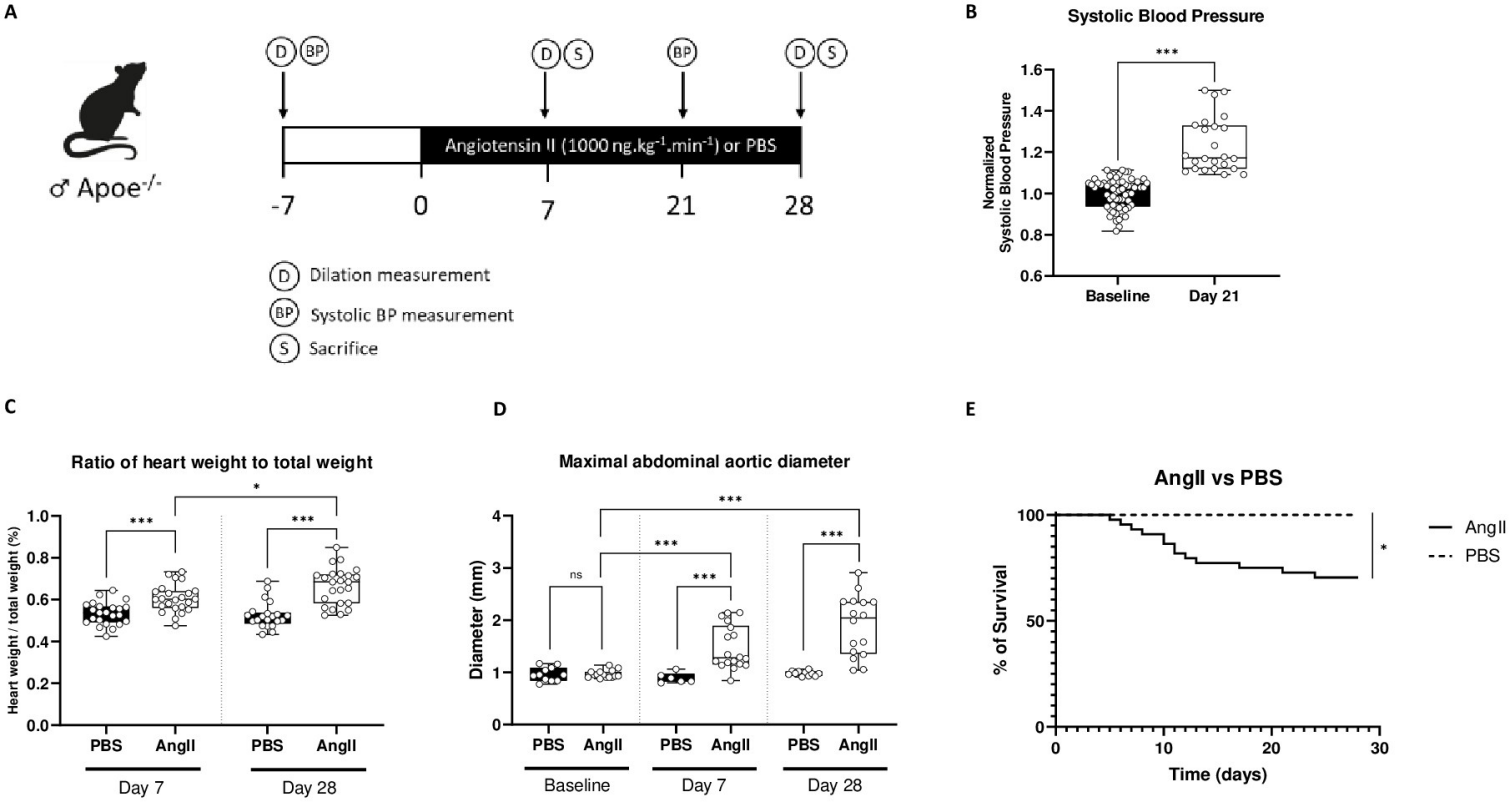
Validation of experimental model for inducing AAA by AngII. A, Schematic representation of the validation of the AAA induction model in Apoe-/- mice receiving AngII or PBS during 7 days or 28 days (in each group, N = 9). B, Systolic BP in mice receiving AngII, normalized to baseline data (N = 45 to 89 mice). C, Ratio of heart weight relative to the total weight at D7 and D28 in PBS-treated mice and AngII-treated mice. D, Maximal abdominal aortic diameter at baseline, D7 and D28 in PBS-treated mice and AngII-treated mice. E, representative images of a cross-sectionnal view PBS-treated mice aorta [1] and AngII-treated mice aorta [2] at D28. F, representative picture PBS-treated mice aorta [1] and AngII mice aorta [2] at D28. G, 28-day survival curve comparison between PBS-treated mice and AngII-treated mice. *P≤0.05, **P≤0.01 and ***P≤0.001.

To investigate the effects of irradiation on the development of AAA, we tested two irradiation procedures. First, mice were irradiated at 1 Gy 3 days before AngII infusion (Day-3 IR) in a non-pathological context, and second, irradiation was done 1 day after AngII supplementation (Day+1 IR) in pathological condition. One group of mice was sacrificed at day 7 for tissue analyses, and another at day 28 for survival curve analysis and disease development Measurements of aorta diameter were performed at baseline before irradiation, at day 7, and at day 28 (Fig 2A). Regardless of the procedure, irradiated mice exhibited a reduction in aortic dilation at both day 7 (**left**) and day 28 (**right**) compared to non-irradiated control mice (Fig 2B and 2C). However, there was no difference in mortality between the irradiated and non-irradiated groups (Fig 2D). The global incidence of AAA differed with the time of irradiation. Only irradiated mice in the Day-3 group showed a decreased AAA incidence compared to the non-irradiated control group at day 7. At day 28, both Day-3 IR and Day+1 IR groups exhibited a significant reduction in AAA incidence compared to the non-irradiated control group (Fig 2E).

**Fig 2:**
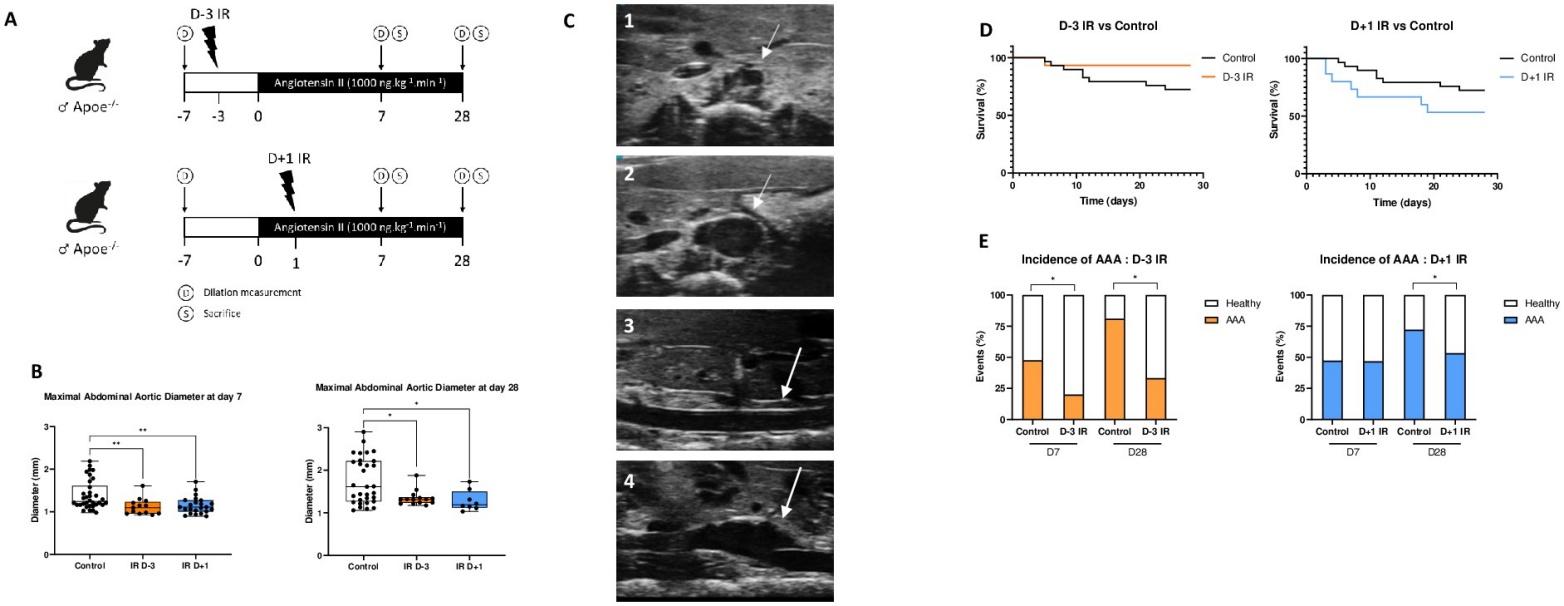
**A**, schematic representation of mice’s irradiation procedures, D-3 IR (top), where mice are irradiated 3 days before AngII supplementation begins, and D+1 IR (bottom), where mice are irradiated 1 day after the start of AngII supplementation (N = 9 to 14 mice per group). **B**, Maximal abdominal aortic diameter at D7 (**left**) and D28 (**right**) compared to the non-irradiated control. **C**, representative images of a cross-sectionnal view healthy abdominal aorta [1] and an aneurysmal abdominal aorta [2] and a longitudinal view of healthy abdominal aorta [3] and an aneurysmal abdominal aorta [4] using ultrasound. **D**, 28-day survival curve of the D-3 IR (**left**) and D+1 IR (**right**) procedures compared to the non-irradiated control (N = 9 to 14 mice per group). **E**, quantification of the incidence of AAA (diameter ≥ 50% of baseline diameter + death due to rupture) at D7 and D28 in mice in D-3 IR (left) and D+1 IR (right) procedures compared to the non-irradiated control (N = 9 to 14 mice per group). *P≤0.05 and **P≤0.*01*.

### Irradiation modulates AngII-induced vascular wall remodeling

Next, we investigated the impact of irradiation of vascular wall structure. After Orcein staining and morphometry analysis, we found that irradiation has no impact on the number of elastin layers at day 7 (Fig 3A). *α-SMA* immunostaining showed a significant decrease in actin content in the *media* of mice from both Day-3 and Day+1 irradiated groups (Fig 3B). Of note, the number of cells in the aortic wall was similar between irradiated and non-irradiated groups (Fig 3C) as well as the media thickness (Fig 3D). Finally, we quantified the collagen I content on the adventitia after immunostaining. As illustrated in Fig 3E, irradiation at Day-3 or Day+1 was associated with a significant increase in collagen content when compared to the non-irradiated control group.

**Fig 3:**
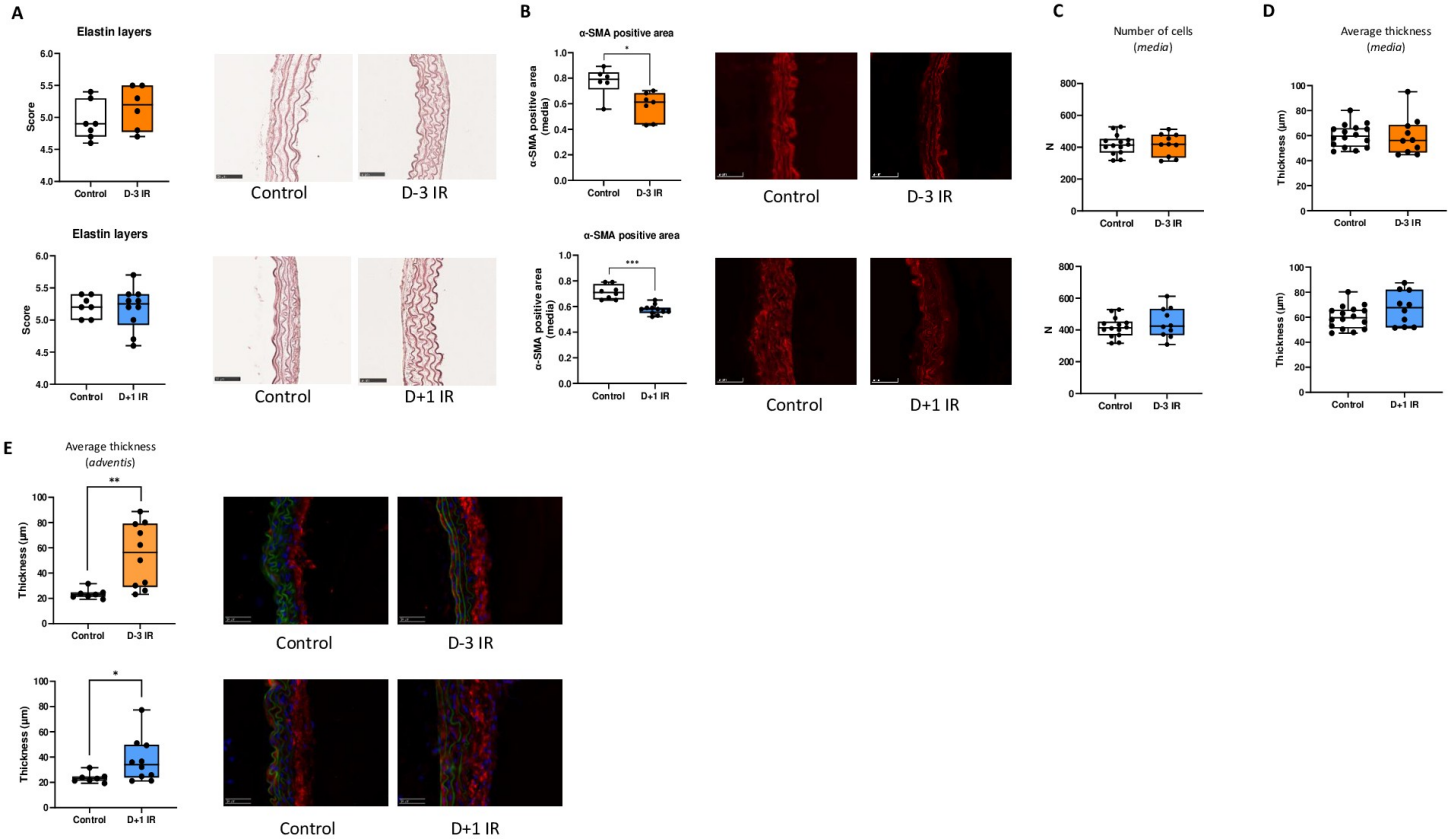
**A**, quantification of the average number of elastin layers in the media after Orcein staining at D7 in D-3 IR (**top**) and D+1 IR (**bottom**) procedures (N = 6 to 10 mice per group). **B**, quantification of α-SMA positive area in the media at D7 in D-3 IR (**top**) and D+1 IR (**bottom**) procedures (N = 6 to 11 mice per group). **C**, quantification of the number of cells in the media at D7 in D-3 IR (**top**) and D+1 IR (**bottom**) procedures (N = 10 to 14 mice per group). **D**, quantification of the average thickness in the media at D7 in D-3 IR (**top**) and D+1 IR (**bottom**) procedures (N = 10 to 16 mice per group). **E**, quantification of the average thickness in the adventitial tunic at D7 in D-3 IR (**top**) and D+1 IR (**bottom**) procedures (N = 10 to 16 mice per group). *P≤0.*05*, **P≤0.01 and ***P≤0.*001*.

### Irradiation modulates VSMC phenotype

The decrease in alpha-actin content within the media after irradiation, despite a non-change in cell number in the media suggested a phenotypic switch of VSMC with loss of contractile profile. To evaluate our hypothesis, we analyzed gene expression in the abdominal aorta with qPCR. We found modifications of transcriptomic signature mainly in the Day-3 irradiated group. Indeed, we observed an increase in *Tpm2* and *Lama5 transcripts*, coding for tropomyosin and laminin respectively. *Tpm2* was elevated in comparison with the non-irradiated control group, and *Lama5* was elevated in comparison with the Day+1 irradiated group. Gene expression of *Col1a1* and *Fbn1*, coding for Collagen 1 and Fibronectin respectively, remained unchanged regardless of the irradiation group (Fig 4A). We also analyzed the gene expression related to contractile phenotype. We found a significant reduction in *Acta2* mRNA levels, which codes for actin, in Day+1 irradiated group compared to the two other groups. *Prkg1*, coding for a cGMP-dependent protein kinase involved in cellular contractility, was reduced in the Day-3 group compared to the Day+1 group. (Fig 4B). To further investigate the impact of irradiation on VSMC phenotype we performed additional *in vitro* experiments on primary VSMCs exposed to irradiation and Ang II (Fig 4C). *α-SMA* immunostaining confirmed the VSMC contractile phenotype at baseline (Fig 4D). Using WST-1 kit, we showed that irradiation significant increased proliferative capacity of VSMC when compared to non-irradiated cells (Fig 4E). In addition, VSMC migration following a scratch test was significantly reduced after irradiation (Fig 4F). Altogether, these results highly suggested that irradiation modulated VSMC phenotype with a switch toward a less contractile profile, essentially when irradiation was done before AngII infusion.

**Fig 4:**
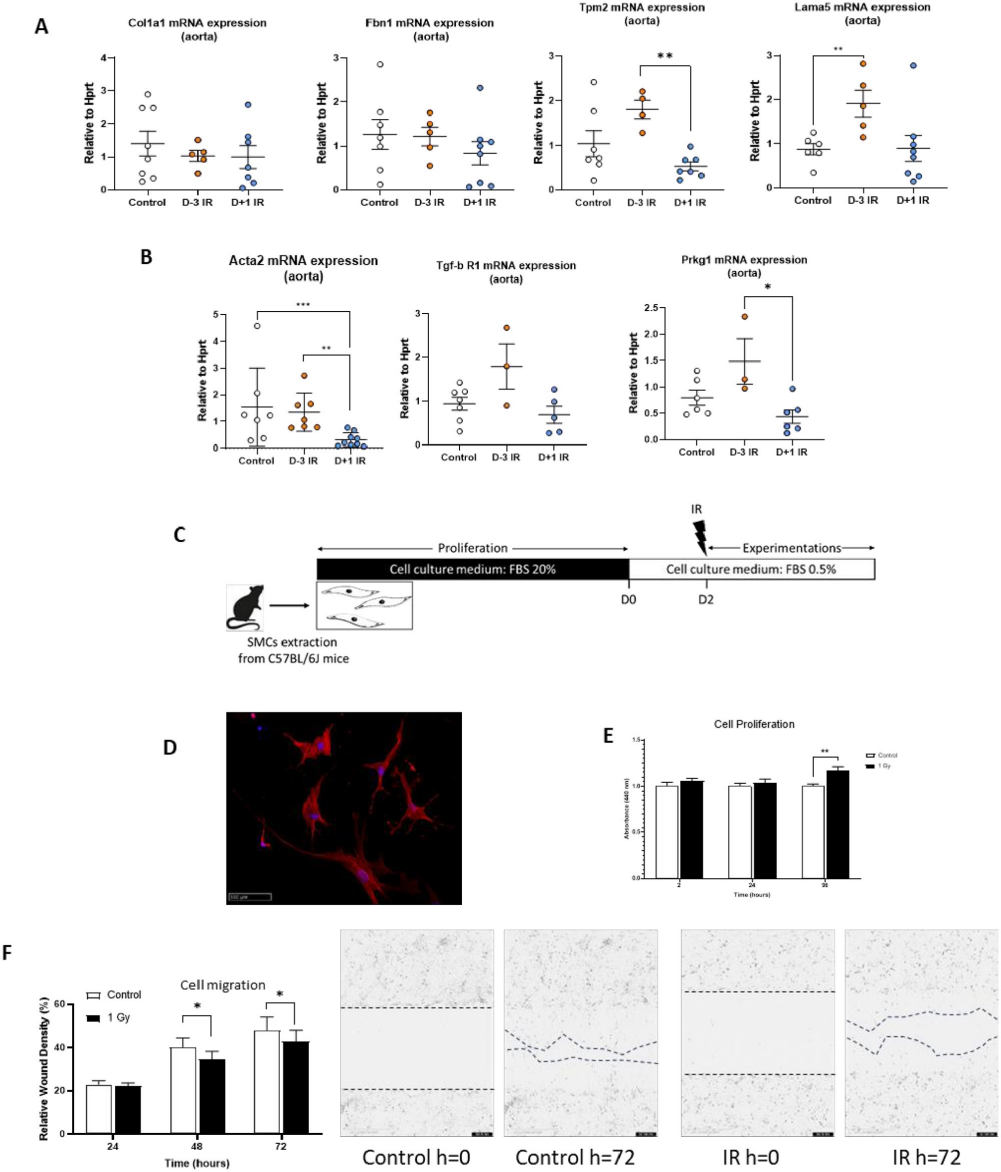
**A**, Quantification of *Col1a1*, and *Fbn1* mRNA expression in the aorta at day 7 by RT-qPCR (SYBR) (N = 4 to 8 mice per group). **B**, Quantification of *Acta2*, *Lama5*, *Tgf-β R1*, and *Prkg1* mRNA expression in the aorta at day 7 by RT-qPCR (SYBR) (N = 3 to 8 mice per group). **C**, Schematic representation of cell’s irradiation procedure. **D**, Immunostaining with α-SMA (red) and DAPI (blue) antibody of SMC derived from mouse aortas (magnification x20). **E**, Cell proliferation kinetics from 2 to 96 hours post-irradiation conducted performed with a WST-1 assay. **F**, Cell migration kinetics measured by relative wound density from 0 to 96 hours post-irradiation performed using a scratch test. *P≤0.*05*, **P≤0.01 and ***P≤0.*001*.

### Irradiation modulates inflammatory responses within the vascular wall

Given that immune cells participate in the pathophysiology of AAA development, we next investigated the impact of irradiation on local inflammation. First, we quantified the number of *CD68-positive* macrophages in aorta sections and evidenced a significant increase in the Day+1 group (Fig 5A) with no difference regarding Lyve1 expression, which is a marker of tissue resident macrophages. (Fig 5B). However, *Ccr2* and *Ccl2* mRNA levels were increased in the aorta of Day+1 group strongly suggesting that local macrophages were derived from infiltrating monocytes (Fig 5C). The increased number of macrophages associated with attenuation of AAA pathology induced by irradiation prompted us to investigate markers of macrophage profile and local inflammatory responses. We found an increase in the expression of *Chi3l3 gene* an M2-like marker in the Day+1 group, but no significant difference regarding *Lyve1* and *Retnla* mRNA levels (Fig 5D). Finally, increased levels of *Il-10* mRNA in the aorta of the Day+1 group strongly suggested an M2-like polarization of macrophage in this group (Fig 5E). The plasma cytokine profile was characterized by Bio-Plex. Unfortunately, almost all cytokines were undetectable (S3 Fig). We only found a significant reduction in Il-12 p40 levels in the Day+1 group compared to non-irradiated controls (Fig 5F).

**Fig 5:**
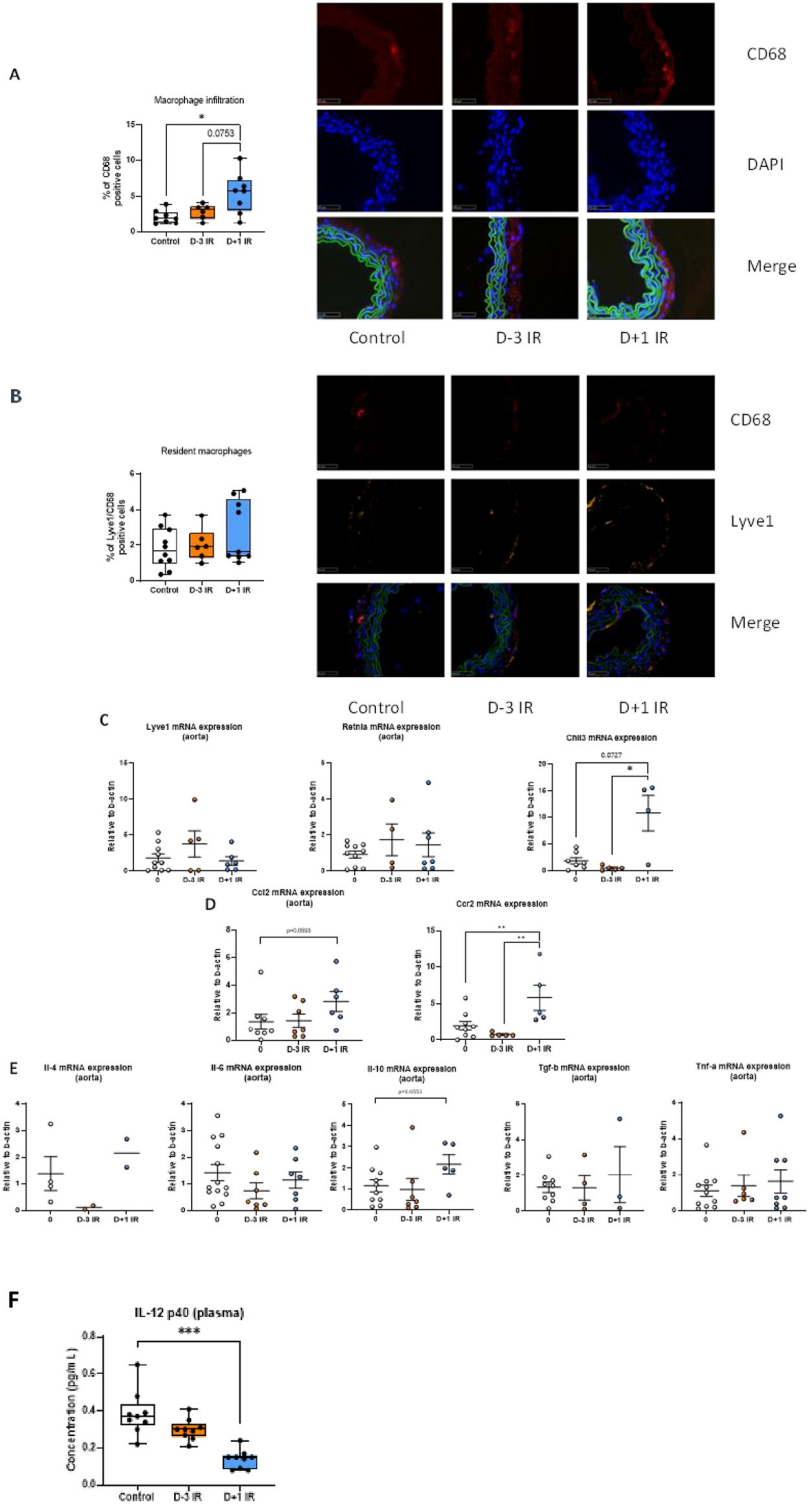
**A**, quantification of macrophage infiltration as a percentage of CD68-positive cells in the aorta at D7 (N = 6 to 8 mice per group). **B**, quantification of macrophage resident as a percentage of double-positive Lyve 1/CD68 cells in the aorta at D7 (N = 6 to 8 mice per group). **C**, quantification of *Ccl2*, and *Ccr2* mRNA expression in the aorta at day 7 by RT-qPCR (N = 5 to 8 mice per group). **D**, quantification of *Lyve1*, *Chi3l3*, and *Retnla* mRNA expression in the aorta at day 7 by RT-qPCR (N = 4 to 8 mice per group). **E**, quantification of *Il*-*6*, *Il-10*, *Tgf-β* and *Tnf-α* mRNA expression in the aorta at day 7 by RT-qPCR (N = 4 to 11 mice per group). **F**, quantification of cytokines *IL-12 p40* in plasma by Bio-Plex assay at D7 (N = 9 mice per group).

### Irradiation induces ECM modifications within the vascular wall

Next, we investigated protease gene expression in the aorta, proteases being key actors of remodeling and regulated by inflammation. Using qPCR, we found an increase in *Mmp-2*, *Mmp-12*, and *Mmp-13* mRNA levels in the aorta from the Day-3 irradiated group when compared to the non-irradiated group and an up-regulation of *Mmp-2* gene expression in the Day+1 group. (Fig 6A). At the same time, TIMP1, a powerful inhibitor of MMPs, was upregulated in the day+3 group compared to the non-irradiated controls. (Fig 6B).

**Fig 6:**
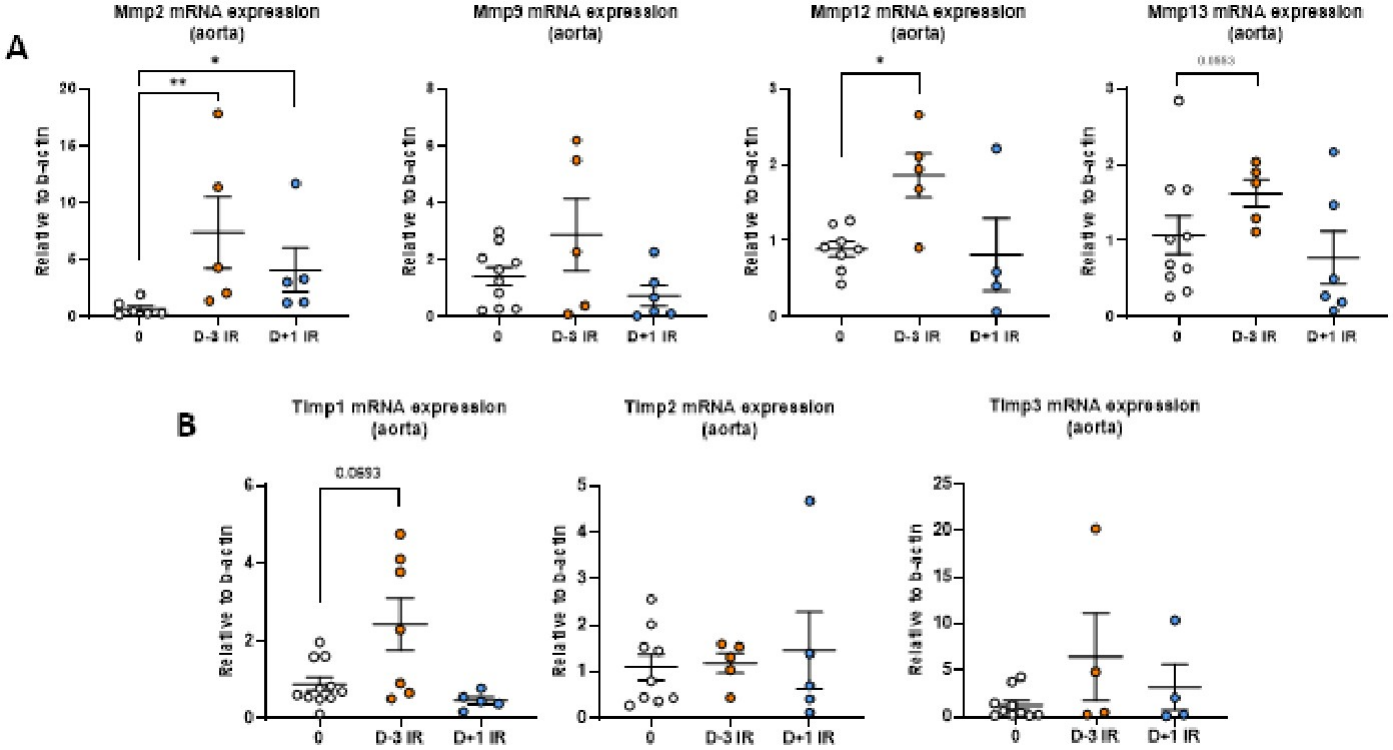
**A**, quantification of *Mmp2*, *Mmp9*, *Mmp12*, and *Mmp13* mRNA expression in the aorta at day 7 by RT-qPCR (Taqman) (N = 5 to 9 mice per group). **B**, quantification of *Timp1*, *Timp2*, and *Timp3* mRNA expression in the aorta at day 7 by RT-qPCR (Taqman) (N = 5 to 9 mice per group).

### Global transcriptomic analysis

Bulk RNA-seq sequencing was performed on the aorta from the three groups. 

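Poly(A)-selected RNA from abdominal aortas of AngII-infused mice was sequenced in 19 libraries, from 5 control mice, 7 D-3 IR mice and 7 D+1 IR mice, the irradiated mice after 1 Gy. The authors aligned the reads to GRCm38 with STAR 2.7.9a, and the files hold its raw counts of reads per gene, without normalization, with multi-mapping and ambiguous reads left out. The unstranded counts were used, because all 773262 values of the authors' joined table are equal to them. Reads on the second strand made up 49.87% to 50.14% of the strand-specific counts, although the paper names a stranded kit, so reads of genes that overlap on opposite strands cannot be told apart. Counts in genes per library ranged from 28758369 to 63767498 in control (median 37252073), from 27407579 to 87410421 in D-3 IR (median 40804998) and from 25839001 to 97083681 in D+1 IR (median 49077787). The paper states at least 20 M reads per library, and the library with the fewest reads, counted before alignment, had 36066420. The totals are even numbers in all libraries, so both mates of a read pair may have been counted as separate reads. This was not tested, so the total cannot be set against the paper's number. All values use the counts in genes. Mitochondrial genes took 4.49% to 22.88% of the counts.

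Of 35160 genes with a count, 17617 passed edgeR's filter on low counts. Counts were normalized by TMM, and the 3 groups were fitted together with edgeR's quasi-likelihood method (version 4.0.16, with the older form of the method that the version used by the authors had). The common biological coefficient of variation was 0.591. Gene lists of vascular, immune and other cell types and pathways were fixed before the data were examined, as were the main tests and the rule for naming genes, and 31 lists had at least 5 measured members. The lists were tested with camera of limma 3.58.1, against all other genes, with a preset correlation between genes of 0.01, and again with a correlation estimated for each list. The sPLS-DA used mixOmics 6.26.0 with 2 components, 1000 genes kept on each (2000 in all), and 20 repeats of 5-fold cross-validation. The D+1 IR libraries 1, 2 and 3 carry another file-series number than all other libraries, so this difference in series cannot be told apart from irradiation at D+1 within those 3 libraries.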

Supervised sPLS-DA analysis discriminated each group based on two principal components (Fig 7A). 

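The 10 genes with the largest loadings on the first component were all lowest in D+1 IR and were kept in 100% of the cross-validation fits. Adamts8, a secreted metalloproteinase, had a mean log2 CPM of 6.40 ± 1.23 (SD, n = 5) in control, 7.01 ± 0.59 (SD, n = 7) in D-3 IR and 4.52 ± 1.10 (SD, n = 7) in D+1 IR. The myosin gene Myo18b (chromosome 5, 112688876 to 112896362) had a mean log2 CPM of 4.15 ± 0.97, 4.64 ± 0.44 and 2.43 ± 1.20 in the same order, and the F-box gene Fbxo40 of 4.36 ± 0.87, 4.68 ± 0.54 and 2.63 ± 1.11. Synpo2l had the largest loading, -0.11, followed by Rassf7, and Tent5c, Tmem82 and Lbh were also among the 10.

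On the second component, Capn12, with the largest loading of -0.156, had a mean log2 CPM of -1.44 ± 0.67 in control, -0.23 ± 0.37 in D-3 IR and -0.57 ± 0.38 in D+1 IR. Jkamp, a membrane protein of the endoplasmic reticulum, had a mean log2 CPM of 5.42 ± 0.16, 5.17 ± 0.13 and 5.15 ± 0.13. Zc3h15, Cyth2, Arhgap8, Dmrt2, Ntm and Adat2 were also among the 10 largest loadings. The components held 21.3% and 6.1% of the variance of the genes.

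When libraries were left out of the fit and then assigned to a group, 4% of the assignments of control aortas were right, 33.6% of those of D-3 IR and 52.1% of those of D+1 IR. The D+1 IR libraries 1, 2 and 3, of another file series, were assigned right in 20 of 20 repeats each, and the D+1 IR libraries 17, 18, 19 and 20 in 0, 10, 3 and 0. The balanced error rate averaged 70.1% (SD 5.64 over 20 repeats), against 66.7% for assignment at random. Of 99 permutations of the labels, 62 gave an error as low (one-sided permutation test, p = 0.63). Each permutation had 1 repeat of the cross-validation, while the real error is a mean of 20. The permuted errors therefore spread more than such means would, and the p is approximate. Libraries that had been part of the fit were assigned with a balanced error rate of 11.4%. With the labels permuted, 14 of 99 permutations gave 0% for libraries of their own fit.

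**Figure D1:**
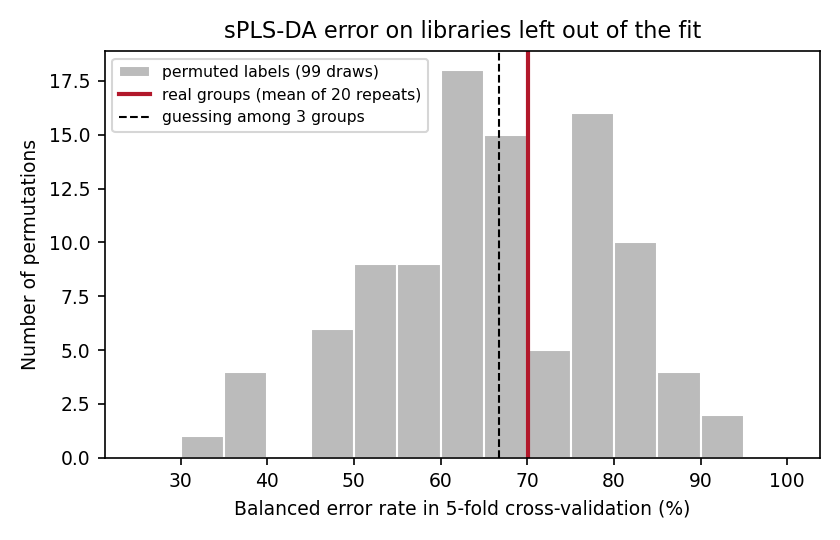
Balanced error rate (%) of the sPLS-DA in cross-validation, for 99 permutations of the group labels (histogram, 1 repeat each) and for the real groups (line, mean of 20 repeats). The real groups lie at 70.1%, the permutations average 66% and random assignment gives 66.7%.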

A Venn diagram was constructed to identify the genes that best explained the clustering of each group within the sPLS-DA, selecting the top-ranking stable variables based to 2000 variable into selection analysis. 

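Of the genes kept in over 70% of the fits, most had their highest mean in D-3 IR. Contractile genes of smooth muscle were among them, such as Ldb3 (kept in 99% of the fits), Des (95%), Tpm1 (88%) and Tpm2 (88%), as were Eln (98%) and Fbln5 (100%) of elastic fibers and Bpgm (84%), a red cell enzyme. Gzma (100%) and Ncr1 (92%), genes of NK cells, and Eng (73%), an endothelial receptor, also had their highest mean in D-3 IR. Car3 (78%), an enzyme abundant in fat, had its highest mean in D+1 IR. Genes other than Tpm2 were chosen here after their values were seen.

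On the first component 397 genes were stable, of which 64 had their highest mean in control, 282 in D-3 IR and 51 in D+1 IR. On the second component 187 genes were stable, of which 50 had their highest mean in D-3 IR, 32 in D+1 IR and the others in control. Together 584 genes were stable: 169 highest in control, 332 in D-3 IR and 83 in D+1 IR. With 2000 genes kept per component, the counts were 428, 715 and 314, and without the D+1 IR libraries 1, 2 and 3 they were 47, 135 and 68. The count of stable genes highest in D-3 IR was 170 without the library control 4 and 203 without D+1 IR 20.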

434 genes distinguished the non-irradiated control group, 391 genes distinguished the Day+1 IR irradiated group, and 653 genes distinguished the Day-3 IR irradiated group. 

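The gene groups among the stable genes had their highest means mostly in D-3 IR. All 19 stable contractile genes, all 6 of the basement membrane and all 5 of elastic fibers were highest in D-3 IR, as were 18 of the 20 stable genes of extracellular matrix organization (Reactome), with 1 highest in control and 1 in D+1 IR. Of the 4 stable genes of interferon signaling (Reactome), 1 was highest in control, 1 in D-3 IR and 2 in D+1 IR. The Lyve1 gene, a marker of resident macrophages, was kept in 50% of the fits of the second component, and Ccl2 and Cd68 in 0%. Each stable gene was assigned to the group with its highest mean, so that no gene could belong to more than 1 group. No gene was stable on both components.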

No gene was shared among these three groups, suggesting different underlying pathways (Fig 7B). Enrichment analysis was performed on the two principal components. Only genes with a stability exceeding 70% were utilized for the enrichment process (S4 Fig). 

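With camera, genes of the contractile apparatus of smooth muscle, of the basement membrane and of elastic fibers were lower in D+1 IR than in D-3 IR. None of the 3 lists passed with an estimated correlation (adjusted p = 0.378, 0.453 and 0.453), and 0 of their genes passed over all genes in edgeR. Among 35 contractile genes the median log2 fold change in D-3 IR against D+1 IR was 1.14, with 34 positive. Desmin (Des) averaged 422 CPM in D-3 IR and 157 CPM in D+1 IR, a log2 fold change of 1.43 (standard error 0.40), and Ldb3, a protein of the actin-anchoring disc, had 1.58 (standard error 0.44). Acta2, smooth muscle actin (chromosome 19, 34241090 to 34255590), averaged 9650 ± 5550 CPM (SD, n = 5) in control, 10600 ± 3730 (SD, n = 7) in D-3 IR and 4800 ± 3850 (SD, n = 7) in D+1 IR. Its log2 fold change in D-3 IR against D+1 IR was 1.14 (standard error 0.53, adjusted p = 0.434 from edgeR), and it was kept in 65% of the fits. Elastin (Eln) averaged 27350 CPM and 6917 CPM, a log2 fold change of 1.98 (standard error 0.66), and Hspg2, the perlecan of basement membranes, had 1.08 (standard error 0.35).

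With camera the lists that were higher in D-3 IR than in D+1 IR were contractile smooth muscle (adjusted p = 2.46e-27), basement membrane (median log2 fold change 0.83, adjusted p = 4.54e-10), elastic fiber and matrix assembly (0.67, 3.72e-09), actin cytoskeleton and focal adhesion (0.49, 7.71e-13), dystrophin and sarcoglycan complex (0.54, 1.54e-08) and fibrillar collagens (0.43, 1.62e-05). With an estimated correlation none of the 6 passed: adjusted p = 0.378 for contractile smooth muscle, 0.658 for collagens and 0.453 for each of the other lists. Without the D+1 IR libraries 1, 2 and 3, the medians were 0.498 for basement membrane, 0.292 for elastic fiber and matrix assembly, 0.285 for actin and 0.0686 for collagens, and collagens did not pass with camera. The collagen median was 0.23 without D+1 IR 3 alone and 0.688 without D+1 IR 20. Of the contractile genes, 0 passed at an adjusted p under 0.05 over all genes in edgeR (28 at an unadjusted p under 0.05) and 27 when adjusted over the list alone. The mean log2 CPM of the contractile genes was 8.14 ± 0.73 (SD, n = 5) in control, 8.37 ± 0.49 (SD, n = 7) in D-3 IR and 7.05 ± 1.10 (SD, n = 7) in D+1 IR. It differed between the irradiated groups by 1.32 (exact two-sided permutation test, p = 0.0122, and 0.126 adjusted over 31 lists), and without the D+1 IR libraries 1, 2 and 3 by 0.90 (exact p = 0.0818). The 0.90 rests mostly on D+1 IR 20, with a mean of 5.746. The D+1 IR libraries 17, 18 and 19 had means of 8.209, 7.939 and 7.976. Skeletal muscle genes had a median log2 fold change of 3.17 in D-3 IR against D+1 IR, with 21 of 21 positive (camera, adjusted p = 2.73e-06, and adjusted p = 0.658 with an estimated correlation; 1.6 without D-3 IR 10), and erythroid genes 2.64, with 11 of 11 positive (1.07e-13, and adjusted p = 0.334 with an estimated correlation). White adipocyte genes had the opposite sign, with a median log2 fold change of -0.75 in D-3 IR against D+1 IR (camera, adjusted p = 0.000283, and adjusted p = 0.719 with an estimated correlation). Their median was -0.172 without the D+1 IR libraries 1, 2 and 3, and they did not pass with camera.

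Among the 397 stable genes of the first component were 19 of 35 contractile genes, where 0.789 were expected (one-sided Fisher's exact test, adjusted p = 8.48e-21). They also held 6 of 20 basement membrane genes (adjusted p = 0.00011), 5 of 29 of elastic fibers (0.00542), 20 of 200 of extracellular matrix organization (1.23e-06), 9 of 70 of integrin cell surface interactions (0.000581), 5 of 23 of smooth muscle contraction (0.0024), 5 of 24 of laminin interactions (0.00248) and 5 of 33 of elastic fiber formation (0.00879), the last 5 sets from Reactome. Of the actin cytoskeleton and focal adhesion list 4 of 45 genes were stable (adjusted p = 0.175), 10 were among all genes kept (0.00126) and 12 were stable with 2000 genes kept per component (6.15e-05), and of the collagen list 0 of 23 were stable. Among all 1000 genes kept on this component, 1 of 99 permutations of the labels gave as small an adjusted p for contractile genes and 6 for extracellular matrix organization. These 8 enriched sets were 0 without the library D+1 IR 20, where 1 contractile gene was stable, and 1 without the D+1 IR libraries 1, 2 and 3.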

The first component consisted of genes primarily involved in the organization of actin cytoskeleton, ECM organization, SMC contraction, or cell adhesion. 

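The second component of the sPLS-DA kept genes of NK cells. Gzma, a granzyme of cytotoxic lymphocytes, averaged 0.344 CPM in control, 1.72 CPM in D-3 IR and 1.20 CPM in D+1 IR. Ncr1, a receptor of NK cells, averaged 0.0271 CPM, 0.223 CPM and 0.168 CPM. Gzma in D-3 IR against control had a log2 fold change of 2.32 (standard error 0.87) and Ncr1 3.12 (standard error 1.21), with an adjusted p of 1 for both from edgeR. The macrophage genes Timd4 and Lyve1 had log2 fold changes of 2.65 (standard error 1.09) and 0.94 (standard error 0.43) in D+1 IR against control, with an adjusted p of 0.644.

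Of 22 genes of NK and cytotoxic lymphocytes, 2 were among the 187 stable genes (one-sided Fisher's exact test, adjusted p = 0.18), and of 97 genes of interferon signaling 4 (adjusted p = 0.175). No list was enriched among the stable genes of this component. Among all 1000 genes kept on it, stable or not, were 9 NK genes (adjusted p = 2.64e-05), 12 of 47 genes of immunoregulatory interactions between a lymphoid and a non-lymphoid cell (0.000126), 7 of 20 endothelial genes (0.000733), 6 of 19 white adipocyte genes (0.00319), 6 of 23 genes of M2-like macrophages (0.00847) and 12 genes of interferon signaling (0.0451). With the labels permuted, 4, 2, 2, 2, 6 and 8 of 99 permutations gave an adjusted p as small for these 6 sets, in the same order. With 2000 genes kept per component, 6 NK genes (adjusted p = 0.000257) and 9 genes of immunoregulatory interactions (6.15e-05) were stable and both sets were enriched, with 4 enriched sets in all. Of 29 genes of the NF-kappa B pathway 0 were kept. With camera, NK genes were higher than in control in D-3 IR (median log2 fold change 1.33, adjusted p = 1.01e-10, and adjusted p = 0.574 with an estimated correlation) and in D+1 IR (1.43, 3.13e-05, and 0.554 with an estimated correlation). In D-3 IR against control the NK median was 0.223 without D-3 IR 10 and 0.0431 without the libraries D-3 IR 10 and D+1 IR 3, which had the highest means of T cell genes, and the list did not pass without both. The NK median in D+1 IR against control was 0.922 without D+1 IR 3, and with a stricter filter on low counts the list did not pass (1.15).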

The second component was primarily composed of genes related to immunity. As shown in Fig 7C, we found that irradiation affected pathways related to the extracellular matrix, such as “actin cytoskeleton organization”, “extracellular matrix organization”, “collagen-activated signaling pathway”, “regulation of actin cytoskeleton” and also inflammatory pathways such as “Natural killer mediated cytotoxicity”, “immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell“, “cell killing” or “regulation of NF-kappa B signaling”.

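Genes of smooth muscle contraction and of the matrix had mostly lower values in D+1 IR than in control. In D+1 IR the contractile list had a median log2 fold change of -0.998, with 34 of 35 genes negative. Mrvi1, a substrate of cGMP-dependent kinase, averaged 169 CPM in control and 68.4 CPM in D+1 IR, a log2 fold change of -1.30 (standard error 0.47), and the smoothelin gene Smtn had -1.08 (standard error 0.42). In D-3 IR the contractile median was 0.14, and Des, the member with the smallest p, had a log2 fold change of 0.45 (standard error 0.43). With camera, endothelial and NK genes were higher than in control in both irradiated groups. Neither list passed with an estimated correlation (adjusted p = 0.574 for both in D-3 IR, and 0.498 and 0.554 in D+1 IR), and the NK median in D-3 IR was 1.33, and 0.223 without D-3 IR 10. The endothelial call in D+1 IR was lost with the means of adipocyte and of neuron and adrenal genes as covariates (median 0.108), the NK call in D+1 IR with a stricter filter on low counts (1.15) and the NK call in D-3 IR without D-3 IR 10 and D+1 IR 3 (0.0431).

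In D+1 IR against control, camera called 17 of 31 lists. Of 100 splits of the libraries, the real one included, 66 gave as many, and the other splits had a median of 18. The number of lists called can therefore not be told from chance. Lower were contractile smooth muscle (adjusted p = 1.84e-18), actin cytoskeleton and focal adhesion (median log2 fold change -0.44, adjusted p = 4.35e-09), dystrophin and sarcoglycan complex (-0.60, 1.45e-06), elastic fiber and matrix assembly (-0.59, 1.32e-05), basement membrane (-0.54, 6.88e-05), cell cycle (-0.63, 3.13e-05), Schwann cell (-0.65, 0.00125) and erythroid genes (-2.46, 2.68e-07). Higher were white adipocyte (0.99, 1.3e-11), brown adipocyte (0.90, 8e-09), endothelial (0.45, 8.08e-06) and mast cell genes (0.70, 0.000928). With an estimated correlation none passed, with adjusted p from 0.498 to 0.704 over these 12 lists. Without the D+1 IR libraries 1, 2 and 3, elastic fiber genes did not pass with camera (median -0.242), and the medians were -0.641 for contractile, -0.25 for basement membrane, -0.197 for actin, -0.268 for dystrophin complex, -0.263 for cell cycle, 0.414 for white adipocyte, 0.306 for brown adipocyte and 0.179 for endothelial genes. Single libraries also moved medians: without control 6 they were -0.544 for contractile, -0.354 for elastic fiber, -0.273 for actin, -0.346 for dystrophin complex, -0.378 for cell cycle and 0.299 for endothelial genes. They were -0.213 for elastic fiber and -0.403 for cell cycle genes without control 9, 1.47 for brown adipocyte genes without control 4, 1.1 for mast cell genes without control 8, 0.294 for endothelial genes without D+1 IR 2 and -1.25 for cell cycle genes without D+1 IR 20. With the covariates, cell cycle genes did not pass (-0.0889). The white adipocyte list did not pass either (-0.000544), and the brown adipocyte median was -0.202. This fit cannot judge the adipocyte lists, because a mean of adipocyte genes was one of its covariates. The contractile list held 19 genes at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Its mean log2 CPM was 8.209, 7.939 and 7.976 in the D+1 IR libraries 17, 18 and 19 and 5.746 in D+1 IR 20. The control mean was 8.14, so the contractile median without the D+1 IR libraries 1, 2 and 3 leans on D+1 IR 20.

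In D-3 IR against control, camera called 17 lists as well, among them endothelial (0.35, adjusted p = 2.5e-13, with 20 of 20 genes positive), basement membrane (0.21, 0.000109) and skeletal muscle genes (2.85, 1.01e-10). Their adjusted p with an estimated correlation was 0.574, 0.73 and 0.73. The basement membrane median was 0.0919 without control 4, 0.419 without control 6 and 0.321 without D-3 IR 10, and that of skeletal muscle genes 4.62 without control 5 and 1.47 without D-3 IR 10. The contractile list had an adjusted p of 0.000271 (0.816 with an estimated correlation). Its median was -0.0589 without control 4 and 0.00937 without D-3 IR 11, and it did not pass in either fit. Without control 6 its median was 0.513. The number of lists called in this comparison was 9 without the library control 8 and 26 without control 9. The NF-kappa B pathway did not pass in either comparison, with a median log2 fold change of 0.094 in D+1 IR (adjusted p = 0.137). It passed in D+1 IR without the D+1 IR libraries 1, 2 and 3 (0.146), with the covariates (0.137) and without control 6 (0.118), control 9 (0.214), D+1 IR 2 (0.0932) or D+1 IR 19 (0.13), and in D-3 IR with the covariates (0.106) and without control 9 (0.149), D-3 IR 12 (0.0739) or D-3 IR 14 (0.0794). From the sets enriched in its 2 components, the paper states that irradiation affected pathways of the extracellular matrix and of inflammation (Fig 7C).

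**Figure D2:**
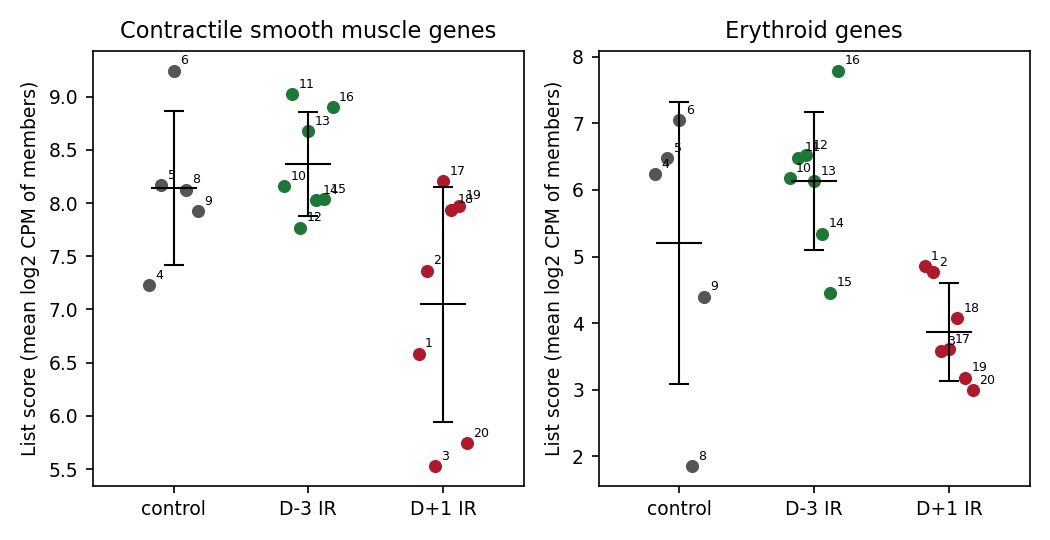
Mean log2 CPM of the genes of a list in each aorta (points) for control, D-3 IR and D+1 IR, with the library number, the group mean and the SD. Contractile smooth muscle genes average 8.14 in control, 8.37 in D-3 IR and 7.05 in D+1 IR, and erythroid genes 5.2, 6.13 and 3.87.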

**Fig 7:**
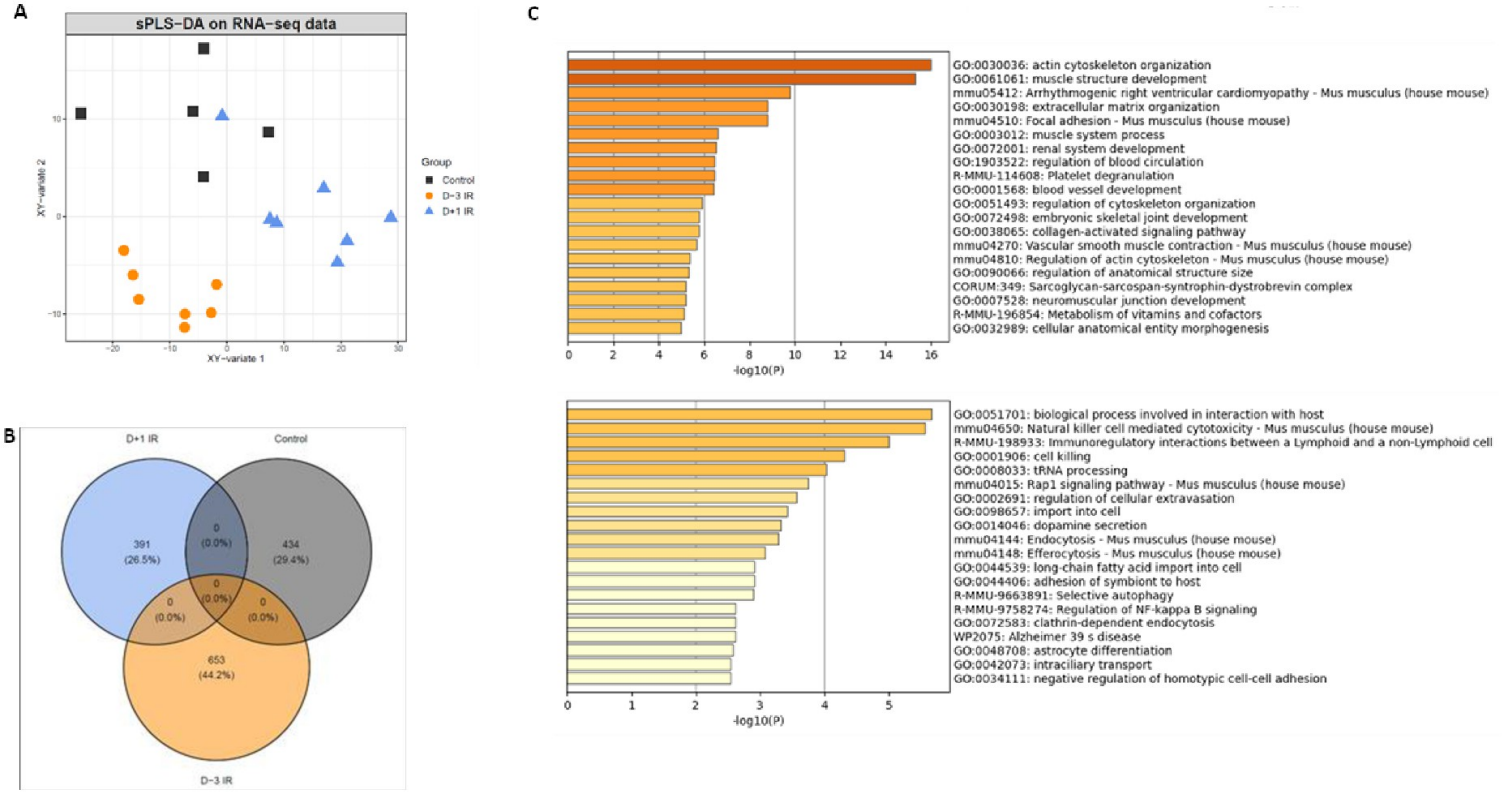
**A**, sPLS-DA on RNA-seq data (N = 5 to 7 mice per group). **B**, Venn diagram of genes explaining the differences between groups. **C**, Enrichment of genes explaining the first component (**top**) and the second component (**bottom**) (stability>70%, 1000 iterations).

## Discussion

In this study, we showed that a single moderate dose of X-ray irradiation protects against experimental AAA formation. Irradiation was protective but the underlying molecular and cellular mechanisms differed with the time of irradiation. Irradiation before AngII infusion was associated with a phenotypic switch of SMCs while irradiation after AngII infusion was mainly associated with a modulation of inflammatory responses.

Here, we used a murine model for AAA with AngII infusion in hypercholesterolemic Apoe^-/-^ mice during 7 and 28 days. This widely recognized and documented model [22] was chosen for its ability to yield a robust phenotype, closely resembling human AAA development and providing valuable insights into its pathophysiological mechanisms. Indeed, AngII pathways were linked to human AAA pathophysiology and hypercholesterolemia recapitulated frequent co-morbidities and cardiovascular risks observed in AAA patients. We found a significant AAA reduction in irradiated animals but no difference in mortality. Such a discrepancy may be due, at least in part, to the cause of sudden death in AngII infused mice which is due to aneurysm rupture or mechanical dissection. Unfortunately, it was very difficult to differentiate these mechanisms during necropsy. Overall, our results are promising because we found that irradiation significantly reduced aorta dilation and it is well known that aorta diameter is strongly correlated with aorta wall tension and risk of rupture [23].

The common vasculo-protective mechanism we identified in the Day-3 and Day+1 groups was ECM remodeling and fibrosis with a significant increase in collagen1 content in the adventitia [24]. The cell source of collagen needs to be clarified and could be VSMC, fibroblasts or myofibroblasts. Unfortunately, distinction between these subsets of vascular cells remains challenging, with no fully specific markers [25]. Radio-induced fibrosis is a well-documented complication following radiotherapy in healthy tissue [26] but in our model radio-induced fibrosis was observed at a shorter time and a lower dose than previously described in the literature. The pathological context of the animal model used, coupled with the systemic inflammation induced by AngII, may support these findings.

### Irradiation before AngII infusion

When irradiation was done before AngII infusion, we mainly observed changes in VSMC phenotype but no clear inflammatory signature. This may be due to the fact that irradiation was done before AngII infusion, in a non-pathological context, in the absence of systemic inflammation. In this group, the reduction in alpha-SMA content in the aortic wall without any difference in cell number highly suggests changes in the VSMC phenotype and a loss of contractile phenotype. Increased *Lama5* and *Mmp2* mRNA levels supported this hypothesis. Lama5 is more associated with the epithelial and fibroblast signature [27, 28]. A dedifferentiation of VSMCs toward a myofibroblast-like secretory phenotype could explain the increased Collagen I content found in the aortic tissue [29]. In addition, we found a non-significant increase in *Tgf-β R1* gene expression which is also involved in the control of VSMC phenotype [30].

*Ex vivo* experiments also suggested that irradiation (1 Gy) impacted on the VSMC phenotype with increased proliferation as well as increased migration. The consequences of irradiation on VSMC functions may vary according to the dose and the experimental protocol. Previous works reported that gamma rays at doses of 10 Gy and 20 Gy on VSMCs reduced both proliferation and migration and promoted a phenotypic shift from a secretory to a contractile phenotype [31]. Additional analyses would be necessary to confirm the phenotypic switch of VSCM with analysis of pathways involved in VSMC plasticity such as myocardin and KLF4 [32].

In the Day-3 group, we observed an increase in collagen content in the aorta but also an increase in gene expression of several MMPs such as *Mmp-2*, *Mmp-12*, and *Mmp-13*. Several experimental works have identified their pathogenic role in the pathophysiology of AAA [33–35]. The role of *Mmp-12* is still currently controversial, with a recent study reporting vascular protection in *Mmp12* deficient mice [36]. Of note, gene expression does not systematically reflect protein levels and/or protease activity [37]. Additional experimentation should be done to directly quantify MMP activity with zymography. Finally, we also found an increase in *Timp-1* gene expression in the Day-3 group. TIMP1 is a powerful inhibitor of MMP activity [38], underlining that the impact of irradiation on MMP activity must be evaluated at the enzymatic level before conclusion.

### Irradiation after AngII infusion

In the group of mice irradiated 1 day after AngII infusion, we mainly identified inflammatory changes. At this timepoint, previous groups have shown that AngII quickly induced systemic and vascular inflammatory responses with acute activation and mobilization of monocytes into the blood stream followed by their recruitment into the aortic wall [39]. Interestingly, we found more macrophages in the aortic wall of Day+1 mice. Higher *Ccr2* and *Ccl2* mRNA levels with no difference in Lyve1 strongly suggest that macrophages were derived from infiltrating monocytes [40]. A recent study investigating the impact of gamma irradiation on experimental atherosclerosis demonstrated consistent findings, with increased macrophage content in atherosclerotic plaques and elevated levels of CCL2, KC and MIP-2 [41]. We did not analyze circulating monocytes in our work but in a previous work we have shown that high dose irradiation (1000 mGy) induced a reduction of blood Lyc6high monocytes but had no impact at lower doses [12]. Transcriptomic analysis suggested that macrophages had an anti-inflammatory profile as a gene expression of *Chi3l3*, an M2-like marker, and *IL-10* mRNA levels were increased [42]. Additional analyses would be required to confirm this phenotype. In the same way, we found a reduction in the plasma levels of IL-12 p40, a cytokine whose levels negatively correlate with IL-10 levels [43, 44]. IL-10 has been identified as a protective cytokine in the pathophysiology of AAA. IL-10-knockout mice displayed increased susceptibility to AngII-induced AAA formation and rupture [45]. Conversely, overexpression of IL-10 mitigates AAA [46]. The vasculoprotective mechanism of IL-10 is not completely understood but involved T cell modulation and collagen production [47].

## Conclusion

Acute irradiation with moderate doses of X-rays protects against experimental AAA formation. Irradiation was protective but the underlying molecular and cellular mechanisms were differed with the time of irradiation. Irradiation before Ang II infusion was associated with a phenotypic switch of VSMC while irradiation after Ang II infusion was associated with an anti-inflammatory signature. Our results showed that for the same pathology, exposure to ionizing radiation can lead to different mechanisms depending on the pathological context at the time of irradiation. Our results need confirmation but could be interest from on a therapeutic perspective if vascular protection is confirmed at lower doses or after local vascular exposure at moderate dose.

## Supporting information

S1 Fig Principal component analysis (PCA) on RNA-seq data.

S2 Fig Least-squares discriminant analysis (PLS-DA) on RNA-seq data.

S3 Fig Quantification of out-of-range cytokines in plasma using the Bio-Plex assay at Day 7.

S4 Fig Gene stability in the two components of sPLS-DA analysis. Only genes above the 70% threshold were used for enrichment.

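The stability of a gene on a component is the percent of cross-validation fits, out of 100 here, in which the gene was among those kept. Synpo2l, Rassf7, Tent5c, Adamts8 and Lbh on the first component, and Capn12, Zc3h15, Arhgap8 and Ntm on the second, had a stability of 100%. Lama5, a laminin chain of basement membranes, had 75% on the first component, and Il10, an anti-inflammatory cytokine, 21% on the second. Within a repeat of the cross-validation, a median of 623.5 genes lay above 70%. With the labels permuted, the median was 376 genes and the highest of 99 permutations 897, and 12 permutations reached the number of the real groups.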

(PPTX)

S1 Dataset Detailed individual data for each figure.

## Abbreviations

AAA: Abdominal Aortic Aneurysm
AngII: Angiotensin
CVD: Cardiovascular Diseases
ECM: Extracellular Matrix
PCA: Principal Component Analysis
PEA: Pathway Enrichment Analysis
PLS-DA: Partial Least-Squares Discriminant Analysis
SARRP: Small Animal Radiation Research Platform
VSMC: Vascular Smooth Muscle Cells

# Supplementary material for: Effects of moderate doses of ionizing radiation on experimental abdominal aortic aneurysm
**Source:** PLoS One. 2024 Aug 1;19(8):e0308273. doi: 10.1371/journal.pone.0308273
**Supplement:** S4 Fig — Only genes above the 70% threshold were used for enrichment.

## Slide 1
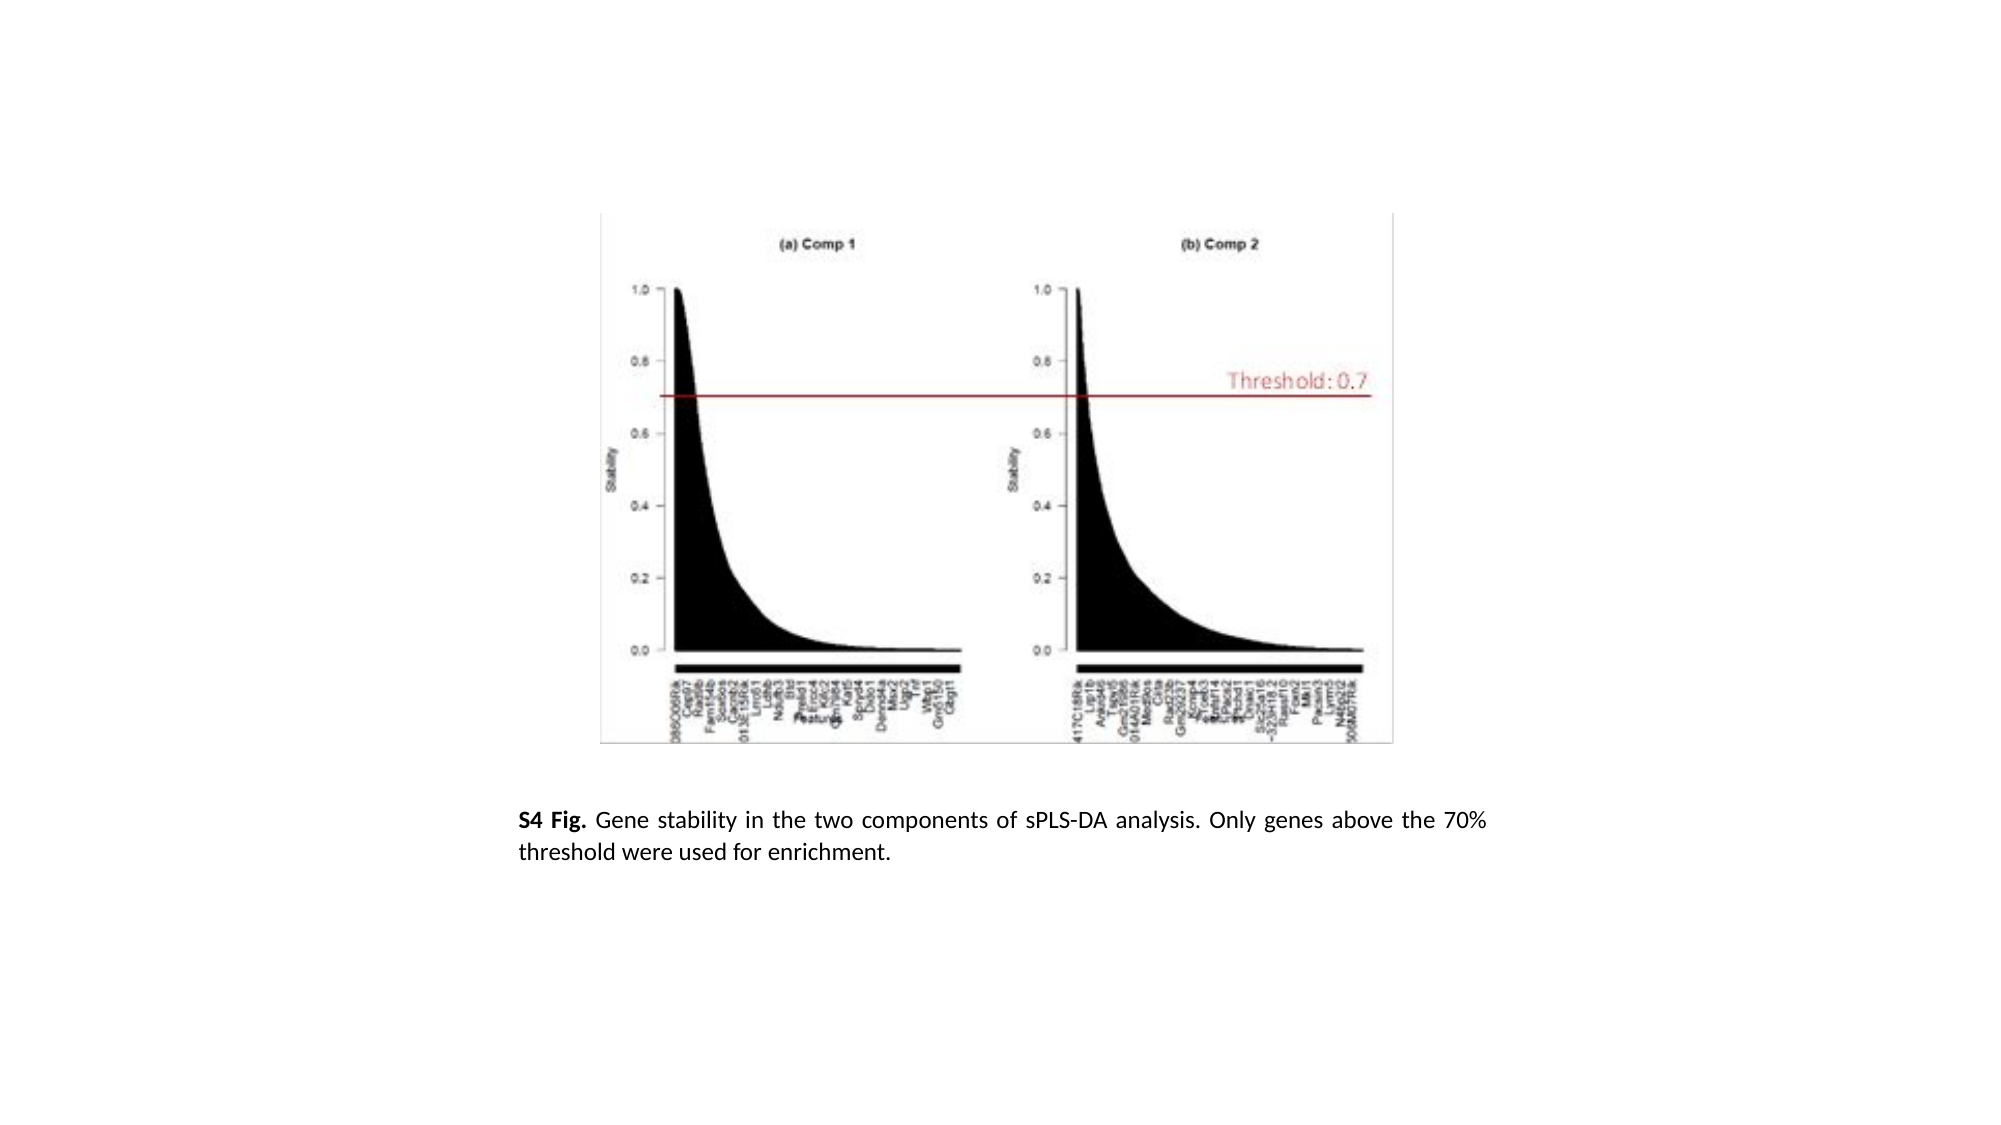

S4 Fig. Gene stability in the two components of sPLS-DA analysis. Only genes above the 70% threshold were used for enrichment.

How the deposited data were processed for this re-analysis (not part of the article)

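RNA from abdominal aortas of AngII-infused Apoe-/- mice was sequenced in 19 libraries, 5 from control mice, 7 from D-3 IR mice and 7 from D+1 IR mice, the irradiated mice after 1 Gy. The authors checked the reads with FastQC, aligned them to GRCm38 with STAR 2.7.9a and counted reads per gene. Each file holds raw counts of 1 library, for both strands together and for each strand alone, and a joined table holds counts of all libraries. All 773262 values of the joined table are equal to the unstranded counts, which were used here. Genes were placed on GRCm38 with GENCODE M21, an earlier annotation release than that of the files. No pair of libraries of a group was a copy of the other.

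The depth per library was 25839001 to 97083681 counts in genes (median 39641963), 67.45% to 78.04% of the reads. Reads that aligned to several places made up 6.23% to 15.08%, and unmapped reads 9.07% to 14.06%. At this depth the spread between mice, with a common biological coefficient of variation of 0.591, limits the precision for most genes rather than the counting error. The test was also tried on simulated data with the spread of the files, in which it called 38% and 44% of the genes given a 2-fold change in D+1 IR against control and in D-3 IR against D+1 IR, and 94% and 96% of those given a 16-fold change. In each comparison 50 genes were changed at each of 2-, 4-, 8- and 16-fold. The adjusted p depends on how many genes change, so these shares need not hold for the files.

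Differential expression used edgeR 4.0.16 in R 4.3.3, with TMM factors, the default filter on low counts for the design, a design without intercept and two-sided quasi-likelihood F-tests, adjusted by Benjamini-Hochberg at 0.05. No covariate was used, since the paper's text names none. CPM are normalized by TMM. Log2 CPM used a prior count of 2. Lists of genes were drawn up by hand for 32 cell types, pathways and complexes, of which 31 had at least 5 measured members. They were tested two-sided with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. As a value per library, the members' log2 CPM were averaged, and the groups compared with exact two-sided permutation tests. Enrichment used one-sided Fisher's exact tests against all 17617 genes given to the sPLS-DA, over the lists and 13 Reactome sets (fgsea 1.28.0) on both components together. The sets of Metascape, which the paper used, were not used here.

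The PCA used centered log2 CPM that were not scaled. The sPLS-DA used mixOmics 6.26.0 with scaled log2 CPM, 2 components, 1000 genes kept per component and the centroids distance. Cross-validation had 5 folds stratified by group and 20 repeats, with the selection of genes inside each fit, and the 100 fits gave each gene's stability. The paper states 1000 iterations and 2000 variables, and its text does not say how many variables were kept per component or how genes were assigned to groups. Each stable gene, kept in over 70% of the fits, was assigned to the group with its highest mean.

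The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, edgeR's newer and robust quasi-likelihood methods, other normalization factors and filters, the second-strand counts, fits of only the groups compared, a surrogate variable from sva 3.50.0, other numbers of genes, scaling and distance in the sPLS-DA, other stability thresholds, scaled genes or the genes of largest variance in the PCA, and fits without each library and without the D+1 IR libraries 1, 2 and 3. Chosen after seeing the data were fits with the genes of the joined table alone, without the libraries D-3 IR 10 and D+1 IR 3, with the means of adipocyte and of neuron and adrenal genes as covariates, permutation tests of list means, the count of all genes kept by the sPLS-DA, voom without those libraries and further runs of the enrichment. The genes named are the 34 that the paper names, the 10 with the smallest p of each comparison, since no gene passed, the 10 with the largest loadings on each component and up to 4 members with the smallest p of each list reported, and any other is said to have been chosen after its values were seen. Some genes that this rule takes in are not reported. No paired analysis was possible because each mouse gave a single library and no number is shared between groups. Experiments by RT-qPCR, histology and cytokine assays were not analysed here.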

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

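The tests of the adipocyte and skeletal muscle covariates, of neutrophil genes and of the 3 D+1 IR libraries of another file series, and the splits of the libraries for counts of genes, were chosen only after the result was seen, and those of the sPLS-DA, of enrichment and of counts of lists were not.

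Contractile smooth muscle genes were lower in D+1 IR than in D-3 IR, with camera at an adjusted p of 2.46e-27 (adjusted p = 0.378 with an estimated correlation) and a difference of 1.32 in mean log2 CPM (exact permutation test, p = 0.0122). With the mean of white adipocyte genes as a covariate the difference was 1.1 (permutation p = 0.035), which argues against more adipose tissue in the D+1 IR libraries as the whole cause. Skeletal muscle genes were also higher in D-3 IR with camera (adjusted p = 2.73e-06, and adjusted p = 0.658 with an estimated correlation), and with their mean as a covariate the difference was 1.51 (permutation p = 0.0034), which argues against more skeletal muscle in the D-3 IR libraries as the whole cause. Without the D+1 IR libraries 1, 2 and 3 the difference was 0.901 (exact permutation test, p = 0.0818). A difference of file series cannot be told apart from irradiation for part of the pattern, because these libraries hold 1 group only. The 0.901 rests mostly on D+1 IR 20, with a mean log2 CPM of 5.746. The D+1 IR libraries 17, 18 and 19 had 8.209, 7.939 and 7.976, near the control mean of 8.14. The time of irradiation, which the design names, may also lower these genes and stays open as untested.

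Erythroid genes were higher in D-3 IR than in D+1 IR (camera, adjusted p = 1.07e-13, and adjusted p = 0.334 with an estimated correlation), by 2.26 in mean log2 CPM (exact permutation test, p = 0.00175, and 0.0542 adjusted over 31 lists). The difference between the erythroid and the neutrophil means was itself larger in D-3 IR, by 2.36 (exact permutation test, p = 0.00291). The neutrophil means were low and alike, 0.258 ± 1.12 in D-3 IR and 0.354 ± 0.712 in D+1 IR, so this value mostly repeats the erythroid difference. More residual blood of an unchanged make-up would raise both lists, but genes this low cannot decide it. Without the D+1 IR libraries 1, 2 and 3 the erythroid difference was 2.66 (exact permutation test, p = 0.00303), which argues against the file series. Blood with another share of young red cells, as the time since irradiation could give, is a candidate explanation that was not tested.

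The 3 groups lay apart on the 2 sPLS-DA components, with 66% of the variance of the scores between groups. Of 100 labelings, the real one included, 59 gave a share as high (the highest other 83.2%), so the distance is no more than the method gives to groups drawn at random, and 63 gave an error in cross-validation as low as 70.1% (lowest other 32.4%). The error of the real labeling is a mean of 20 repeats, and that of each other labeling came from 1 repeat. Chance can likewise not be excluded for the number of stable genes, since 13 labelings gave as many as 623.5 per repeat (highest other 897). The number of sets enriched among all genes kept, 17, was reached by 1 labeling, the real one (highest other 16). This count cannot decide about chance, because the sets include terms that the paper found enriched with the real groups of these libraries. Some sets also cover the same process, such as the elastic fiber list and the Reactome set of elastic fiber formation. The random labelings take no account of the file series either, so the count cannot tell the groups from the series. For all genes kept, no count without the D+1 IR libraries 1, 2 and 3 is at hand. The sets enriched among stable genes, 8 with all libraries, were 1 without these libraries. They were 0 without D+1 IR 20, which is not of that series. Within the D+1 IR libraries 1, 2 and 3, series and group cannot be told apart. Effects of irradiation too small for 5 to 7 mice per group could also give such errors, and this was not tested.

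Other lists differed between the irradiated groups with camera, in D-3 IR against D+1 IR, at an adjusted p of 1.62e-05 for collagens, 3.72e-09 for elastic fiber and matrix assembly, 4.54e-10 for basement membrane, 7.71e-13 for actin cytoskeleton and focal adhesion, 1.54e-08 for the dystrophin complex, 6.14e-14 for cell cycle, 0.000283 for white adipocyte, 2.12e-05 for brown adipocyte, 2.73e-06 for skeletal muscle, 0.0398 for neuron and adrenal medulla and 0.00317 for mast cell genes. None of them passed with an estimated correlation. Without the D+1 IR libraries 1, 2 and 3, collagens (median 0.0686), white adipocyte (-0.172) and brown adipocyte genes (-0.341) did not pass with camera either.

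Lists of cell types outside those the paper discusses were higher than in control with camera, and none of them passed with an estimated correlation (adjusted p from 0.498 to 0.816). In D-3 IR the median log2 fold change was 0.353 for endothelial, 0.229 for white adipocyte, 0.0601 for brown adipocyte, 2.85 for skeletal muscle, 0.309 for erythroid and 0.612 for mesothelial genes. In D+1 IR it was 0.452 for endothelial, 0.986 for white adipocyte, 0.897 for brown adipocyte and 0.703 for mast cell genes. In D-3 IR the white adipocyte median was -0.0463 without control 6, 0.0166 without control 9 and 0.665 without control 4. The brown adipocyte median was -0.211 without control 6, -0.139 without control 8, -0.233 without D-3 IR 15 and 0.526 without control 4. The erythroid median was 0.153 without control 8, 0.0428 without D-3 IR 16 and 0.673 without control 6. That of skeletal muscle genes was 1.47 without D-3 IR 10 and 4.62 without control 5. That of mesothelial genes was -0.175 without D-3 IR 16.

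Single libraries far from the others of their group were found in 16 of 198 comparisons of list means and of the paper's genes, where chance gives 9.9. In D-3 IR 10 the mean log2 CPM was 1.94 for NK, 3.97 for T cell, 5.3 for B cell and 4.95 for NF-kappa B genes, and Mmp2 was at 6.62. In control 9 the NF-kappa B mean was 5 and Mmp9 was at 7.51. In D+1 IR 3 the adventitial fibroblast mean was 5.64 and Fbn1 was at 5.24. The mesothelial mean was 2.84 in D-3 IR 16 and 1.7 in D+1 IR 20, and the mast cell mean was -0.616 in D-3 IR 11. In D-3 IR 13 the mean of immediate early genes was 6.85, Tnf was at -4.55 and Mmp12 at 0.25, and Il4 was at -0.31 in D-3 IR 15.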

How the results depend on the processing

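The tests with voom on fewer libraries, without D-3 IR 10 and D+1 IR 3, with adipocyte and neuron covariates, of list means, of all genes kept and of enrichment on fewer libraries or other input were chosen only after the result was seen. With edgeR the count of genes was 0 under every alternative and without each library in turn, except 1 among the 3 groups with the newer quasi-likelihood method. DESeq2 called 2 genes in D+1 IR against control, 10 in D-3 IR against D+1 IR and 23 among the 3 groups. In D-3 IR against D+1 IR voom called 2298 genes, and 629 without D-3 IR 10 and D+1 IR 3 (0 without the D+1 IR libraries 1, 2 and 3). With an estimated correlation, fry or exact permutation tests, 0 lists passed in each comparison, and with a surrogate variable 10 passed in D-3 IR against control. Without each library in turn, 9 to 26 lists passed in D-3 IR against control, 15 to 23 in D+1 IR against control and 13 to 21 in D-3 IR against D+1 IR. For lists that passed in the fit with or without the change, camera's direction turned at these median log2 fold changes: with a surrogate variable, 0.123 and 0.157 for neuron and adrenal genes in D-3 IR against control and against D+1 IR. Without the D+1 IR libraries 1, 2 and 3 they were 0.34 for adventitial fibroblast genes (D+1 IR against control) and 0.205 for endothelial genes (D-3 IR against D+1 IR). Without D-3 IR 10 and D+1 IR 3 they were -0.139 for T cell and -0.8 for B cell genes (D-3 IR against control). A further fit had means of adipocyte and neuron genes as covariates, so that it cannot judge the adipocyte and neuron lists themselves. In D-3 IR against control the medians were -0.467 for brown adipocyte, -0.014 for neuron, -0.0271 for Schwann cell and 0.324 for immediate early genes. In D+1 IR against control the median was -0.202 for brown adipocyte genes. In D-3 IR against D+1 IR the medians were 0.154 for endothelial and 0.0745 for neuron genes. Without each library in turn, camera's direction also turned for such lists in D-3 IR against control for actin (-0.0474 to 0.31, the lowest without control 4), brown adipocyte (-0.233 to 0.526; -0.211 without control 6), neutrophil (-3.01 to 0.126, the highest without control 9), T cell (-0.188 to 2.73) and B cell (-0.801 to 3.15, the lowest of both without D-3 IR 10) and mesothelial genes (-0.175 to 0.886, the lowest without D-3 IR 16). It turned for macrophage genes in D+1 IR against control (-0.292 to 1.32, the lowest without D+1 IR 20) and for interferon genes in D-3 IR against D+1 IR (-0.608 to 0.276, the highest without D+1 IR 20). The lowest and the highest median without a library were of opposite sign for 25, 13 and 16 of 31 lists in D-3 IR against control, D+1 IR against control and D-3 IR against D+1 IR, of which 14, 12 and 16 did not pass with all libraries. Stable genes of the sPLS-DA were 1457 with 2000 genes per component (428 highest in control, 715 in D-3 IR and 314 in D+1 IR, with 16 enriched sets), 62 with 200 genes (17, 40 and 5, with 0 sets), 887 with the 5000 genes of largest variance (227 highest in D+1 IR, with 13 sets) and 250 without the D+1 IR libraries 1, 2 and 3 (47 in control and 135 in D-3 IR, with 1 set and an error of 78.1%). Enriched sets were 15 without scaling, 14 at a stability of 50% and 5 at 90%. All genes kept were 673, 850 and 466. Without each library in turn, the error was 57.1% to 76.6%, the stable genes were 463 to 617 and the enriched sets 0 to 11. The PCA share between groups was 4.36% to 13.3% under its alternatives. The cause was not tested for any of these changes, except that thresholds and numbers of genes kept change counts by their construction. Over the alternatives, 2913 values of named genes kept their side of the threshold and 39 were past it only under an alternative. For lists 891 values kept it, 170 lost it, 42 gained it and 13 turned direction. With a common biological coefficient of variation of 0.591, the spread between mice exceeds the counting error for genes with more than a few counts, so that depth limits mainly the genes near the filter.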

Differences from the paper's values

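The paper's numbers of genes that distinguish each group are 434 for control, 653 for D-3 IR and 391 for D+1 IR. The paper states no stability threshold for these counts, and names 70% for its enrichment. The values here, at 70% and with 100 fits where the paper states 1000, are 169, 332 and 83. Of the alternatives set before the data were examined, keeping 2000 genes per component gives 428, 715 and 314, within 1.5 times of the paper's values for all 3 groups. The 5000 genes of largest variance give 475 for D-3 IR, within 1.5 times, but not for control and D+1 IR. Input without scaling, 200 genes per component and fits without the D+1 IR libraries 1, 2 and 3 come within 1.5 times for no group. Counting all genes kept, stable or not, a reading chosen after seeing the values, gives 850 for D-3 IR and 466 for D+1 IR, within 1.5 times, and 673 for control, which is not. The paper's text does not name the genes it counted, so it is not known how many of them are among these.

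The paper states that the sPLS-DA told the groups apart, which holds for libraries that were part of the fit (balanced error 11.4%) and not for libraries left out of it (70.1%). The 11.4% cannot decide about the groups, since 14 of 99 permutations of the labels gave 0% for libraries of their own fit. The paper describes the genes of the second component as related to immunity. No immune list was enriched among its stable genes here, while among all 1000 genes kept 9 of 22 NK genes were found (Fisher's exact test, adjusted p = 2.64e-05, as small in 4 of 99 permutations of the labels), and with 2000 genes per component the stable genes were enriched for NK genes (adjusted p = 0.000257). The paper names actin cytoskeleton organization among the enriched terms, and 4 of 45 genes of the actin list were stable here (adjusted p = 0.175), while 10 were among all genes kept (0.00126, as small in 3 of 99 permutations) and 12 were stable with 2000 genes per component (6.15e-05). It also names regulation of NF-kappa B signaling, and 0 of 29 genes of the NF-kappa B list were kept here. Smooth muscle contraction and extracellular matrix organization were enriched here as in the paper, but enrichment gives no direction. From staining, RT-qPCR and cultured cells, the paper proposes a less contractile profile, mainly after irradiation before AngII. Here the contractile list had a median log2 fold change of 0.137 in D-3 IR against control, with 34 of 35 genes positive (-0.0589 without control 4). In D+1 IR against control it was -0.998, with 34 genes negative. Neither passed with an estimated correlation (camera, adjusted p = 0.816 and 0.498).

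For RT-qPCR, the paper gives directions that some RNA-seq values do not follow, and none of the values here passed in edgeR. It gives Ccl2, Ccr2 and Chil3 (Chi3l3) as higher in D+1 IR. Their log2 fold changes in D+1 IR against control were -2.20 (standard error 1.12), -0.37 (0.73) and -2.53 (1.16), and 1.46, 1.24 and 1.67 without control 9. It gives Prkg1 as lower in D-3 IR than in D+1 IR, where the log2 fold change was 0.90 (0.52). It gives Mmp2, Mmp12, Mmp13 and Timp1 as higher in D-3 IR than in control, where the log2 fold changes were -0.08 (0.41), -0.55 (0.60), -1.37 (0.83) and -1.06 (0.86), and -0.0179, -0.498, -0.807 and 0.169 without control 9. Mmp2 in D+1 IR (0.14, standard error 0.41), Il10 in D+1 IR against control (1.57, standard error 1.14), Tpm2 in D-3 IR against control (0.16, standard error 0.42), Lama5 in D-3 IR against D+1 IR (1.11, standard error 0.41) and Acta2 in D-3 IR against D+1 IR (1.14, standard error 0.53) have the sign that the paper gives.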

Other observations

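The tests of the splits for counts of genes were chosen only after the result was seen, while those for counts of lists were not.

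Beyond muscle and matrix, genes of dividing cells were higher in D-3 IR than in D+1 IR. The cell cycle list had a median log2 fold change of 0.73, with all 32 genes positive (camera, adjusted p = 6.14e-14, and adjusted p = 0.453 with an estimated correlation), and 0.353 without the D+1 IR libraries 1, 2 and 3 and 1.28 without D+1 IR 20. Prc1, a protein of the mitotic spindle, averaged 15.6 CPM in D-3 IR and 5.08 CPM in D+1 IR, a log2 fold change of 1.62 (standard error 0.54). The erythroid list had a median of 2.64, with all 11 genes positive and 9 passing when adjusted over the list alone, against 0 over all genes in edgeR (camera adjusted p = 1.07e-13, and adjusted p = 0.334 with an estimated correlation). Alas2, the first enzyme of heme synthesis in red cells, averaged 79.03 CPM in control, 121 CPM in D-3 IR and 13.8 CPM in D+1 IR. With DESeq2, Alas2 passed in D-3 IR against D+1 IR, with a log2 fold change of 3.13 (adjusted p = 0.0075). Mast cell genes had a median of -0.69 in D-3 IR against D+1 IR (camera adjusted p = 0.00317, and adjusted p = 0.453 with an estimated correlation), and the chymase gene Cma1 averaged 5.12 CPM and 9.06 CPM.

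Lists of neuron and adrenal medulla, T cell and adipocyte genes varied between libraries, and the tissue these transcripts came from was not tested. The mean log2 CPM of neuron and adrenal medulla genes was 3.83 ± 3.68 (SD, n = 5) in control, 2.46 ± 3.14 (SD, n = 7) in D-3 IR and 3.45 ± 3.78 (SD, n = 7) in D+1 IR. That of T cell genes was -0.89 ± 0.30, -0.44 ± 2.03 and 0.07 ± 1.72, and that of white adipocyte genes 6.71 ± 1.73, 7.39 ± 0.55 and 7.99 ± 0.83. In D-3 IR against D+1 IR the median log2 fold change was 3.17 for skeletal muscle (camera adjusted p = 2.73e-06, and 0.658 with an estimated correlation, with 2 genes passing when adjusted over the list alone), -0.95 for brown adipocyte (2.12e-05, and 0.658) and -1.47 for neuron and adrenal medulla genes (0.0398, and 0.945). The call of neuron and adrenal genes was lost without any of the libraries D-3 IR 11, 14 and 16 and D+1 IR 3, 17 and 20, with medians of -1.45 to -0.564. The skeletal muscle median was 1.6 without D-3 IR 10, and brown adipocyte genes did not pass without the D+1 IR libraries 1, 2 and 3 (-0.341).

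Immune lists in D+1 IR against control had medians of 2.04 for T cell (camera adjusted p = 3.28e-05), 2.55 for B cell (0.0108) and 0.51 for macrophage genes (0.0212), each with an adjusted p of 0.704 with an estimated correlation. T cell genes did not pass without D+1 IR 3 (0.8), nor B cell genes without control 4 (2.48), control 8 (2.29), D+1 IR 3 (0.37) or D+1 IR 20 (2.6), nor macrophage genes without control 4 (0.322), control 6 (0.273), control 8 (0.407) or D+1 IR 20. Collagens had a median of -0.35 (0.00125, and 0.704 with an estimated correlation) and did not pass without control 9 (-0.166), without D+1 IR 3 (-0.157) or without the D+1 IR libraries 1, 2 and 3 (0.0454). Lists that did not pass in this comparison were M1-like macrophage (median 0.142, adjusted p = 0.0882), M2-like macrophage (0.207, 0.148), monocyte recruitment (-0.0486 with a test toward higher values, 0.172), interferon response (0.423, 0.0651), p53 targets (-0.0192 with a test toward higher values, 0.513), synthetic smooth muscle (-0.258, 0.148), matrix proteases (-0.192, 0.148), adventitial fibroblast (0.035 with a test toward lower values, 0.956), skeletal muscle (-0.301, 0.36), neuron and adrenal medulla (-0.4, 0.691), neutrophil (-2.15, 0.224), mesothelial (0.239, 0.271) and immediate early genes (0.452, 0.137). Of these, monocyte recruitment (0.0759), M2-like macrophage (0.308), M1-like macrophage (0.2), interferon (0.587), adventitial fibroblast (0.34), skeletal muscle (-1.04), mesothelial (0.621) and immediate early genes (0.799) passed with camera at the preset correlation without the D+1 IR libraries 1, 2 and 3. With adipocyte and neuron covariates, monocyte recruitment (0.369), M1-like macrophage (0.72), interferon (0.395), skeletal muscle (-2.06), mesothelial (0.632) and immediate early genes (0.634) passed. Monocyte recruitment and M1-like macrophage genes also passed without control 9 (1.64 and 1.3), D+1 IR 2 (0.102 and 0.25) or D+1 IR 19 (0.00203 and 0.256), M2-like macrophage genes without control 9 (0.836) or D+1 IR 2 (0.229), interferon genes without control 5 or 9 or D+1 IR 2, 17, 18 or 19 (0.468 to 0.559) and immediate early genes without control 9 or D+1 IR 1, 2 or 3 (0.485 to 0.559). Synthetic smooth muscle and matrix protease genes passed without control 4 (-0.5 and -0.266), control 8 (-0.453 and -0.238) or D+1 IR 18 (-0.402 and -0.244), neuron and adrenal genes without control 6 (-0.701), neutrophil genes without control 6 (-2.38) or 8 (-2.46) and skeletal muscle genes without D+1 IR 3 (-1.42).

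In D-3 IR against control, the other lists that passed with camera did so with an adjusted p of 0.73 to 0.816 with an estimated correlation. T cell (median 2.42, camera adjusted p = 9.65e-06) and B cell genes (2.69, 0.0138) did not pass without D-3 IR 10, nor B cell genes without control 4 (2.64), 8 (2.52) or 9 (2.6). Contractile genes (0.137, 0.000271) did not pass without control 4 (-0.0589) or D-3 IR 11 (0.00937), cell cycle genes (0.198, 3.3e-08) and erythroid genes (0.309, 2.69e-05) without control 8 (-0.055 and 0.153), white adipocyte genes (0.229, 2e-07) without control 6 (-0.0463) and neuron and adrenal genes (-1.92, 9.65e-06) without control 8 (-0.422). Elastic fiber (0.102, 0.0145), actin (0.0902, 0.0377), brown adipocyte (0.0601, 0.0146), Schwann cell (-0.0828, 0.0146), mesothelial (0.612, 0.0146) and neutrophil genes (-2.26, 0.0292, with 6 passing when adjusted over the list alone) each did not pass in at least 1 fit without a library. The 14 other lists did not pass, with an adjusted p from 0.0661 for collagens (median 0.0686) to 0.723 for monocyte recruitment (-0.197), and p53 targets had a median of 0.0333 (0.0904). Without control 9, 11 of these passed with camera, among them macrophage (0.594), monocyte recruitment (0.913), M1-like macrophage (0.822), M2-like macrophage (0.715), collagens (0.314) and p53 targets (0.134). Macrophage (-0.158), M1-like macrophage (-0.163), synthetic smooth muscle (-0.0654), matrix protease (-0.0782) and monocyte recruitment genes had negative medians with a test toward higher values, and immediate early genes (0.0494) the opposite.

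Between D-3 IR and D+1 IR, 18 lists did not pass with camera. Their adjusted p ranged from 0.0657 for synthetic smooth muscle genes (median 0.138) to 0.995 for endothelial (-0.0797) and NK genes (0.167). Among them were macrophage (-0.678, adjusted p = 0.0793), M1-like macrophage (-0.304, 0.256), M2-like macrophage (-0.173, 0.722), monocyte recruitment (-0.534, 0.277), interferon response (-0.38, 0.49), NF-kappa B (-0.0407, 0.722) and neutrophil genes (-0.0169, 0.855). Macrophage (-1.12), monocyte recruitment (-1.07) and immediate early genes (-0.712) passed with camera at the preset correlation without the D+1 IR libraries 1, 2 and 3. Macrophage (-0.706), monocyte recruitment (-1.01), T cell (-0.443), B cell (-0.988) and immediate early genes (-0.355) passed with adipocyte and neuron covariates. Macrophage genes also passed without any of the libraries control 9, D-3 IR 10, 13 and 14 and D+1 IR 2, 3, 17 and 19 (-0.954 to -0.665), monocyte recruitment without D+1 IR 2 (-0.716), and M1-like macrophage (-0.635), NK (-0.993), T cell (-2.13) and B cell genes (-3.32) without D-3 IR 10. NK, T cell (0.35, 0.408) and B cell genes (0.141, 0.49) had positive medians with a test toward lower values, and adventitial fibroblast genes (-0.0181, 0.409) and p53 targets (-0.00653, 0.724) negative medians with a test toward higher values.

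For genes that the paper measured by RT-qPCR, the RNA-seq libraries gave the following values in control, D-3 IR and D+1 IR, none of which passed in edgeR in any comparison. Tpm2 averaged 1470 ± 831 CPM (SD, n = 5), 1640 ± 512 (SD, n = 7) and 737 ± 399 (SD, n = 7), and Lama5 206 ± 121, 257 ± 102 and 119 ± 77 CPM. Prkg1 averaged 34.8 ± 25.7, 36.5 ± 18.6 and 19.5 ± 13.9 CPM, and Col1a1 7230 ± 2920, 7580 ± 3120 and 6390 ± 5390 CPM. Ccl2 averaged 67.1 ± 138, 10.1 ± 9.11 and 14.6 ± 11.4 CPM, Ccr2 29.3 ± 44.7, 16.1 ± 6.97 and 22.6 ± 19.1 CPM, and Il10 0.154 ± 0.171, 0.348 ± 0.281 and 0.471 ± 0.71 CPM. Mmp2 averaged 222 ± 62.3, 210 ± 63.2 and 245 ± 138 CPM, Mmp13 1.26 ± 1.24, 0.484 ± 0.275 and 1.84 ± 2.01 CPM, and Timp1 225 ± 303, 108 ± 71.4 and 163 ± 168 CPM. Chil3, which the paper names Chi3l3, averaged 35.4 ± 74.8, 3.66 ± 2.99 and 6.14 ± 6.14 CPM, and Mmp12 3.28 ± 2.59, 2.25 ± 0.556 and 3.2 ± 2.92 CPM. The control means of Ccl2, Ccr2 and Chil3 hold the library control 9, with 314.4, 108.2 and 169.1 CPM. The mean log2 CPM of these 3 genes was highest in D+1 IR, and that of Il10 in D-3 IR.

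For counts of genes in edgeR, the real count was 0 in each of the 3 comparisons and among the 3 groups, which all 100 of 100 splits of the libraries must reach, so that these splits decide nothing. The highest other splits gave 1 gene in D-3 IR against control, 1637 in D+1 IR against control, 0 in D-3 IR against D+1 IR and 96 among the 3 groups. A count above 0 came from 13 splits in D+1 IR against control, of which 4 keep the D+1 IR libraries 1, 2 and 3 together and 9 do not. Such splits point to a structure of the libraries other than the groups or to false calls of the test, and which of these it is was not tested. At an unadjusted p under 0.05, 97, 37, 4 and 40 of the splits gave as many genes as the real groups. With voom in D-3 IR against D+1 IR, 1 of 100 splits, the real one, gave as many as 2298 genes (highest other 1658). This cannot decide about chance, because voom was taken for the splits after its large count was seen. The count was also 0 without the D+1 IR libraries 1, 2 and 3. Of the 5 other splits in which voom called genes, 1 keeps these libraries together and 4 do not. For counts of lists chance cannot be excluded: 67 of 100 splits gave as many as 17 in D-3 IR against control (highest other 25), 66 as many as 17 in D+1 IR against control (highest other 25) and 84 as many as 13 in D-3 IR against D+1 IR (highest other 24). The other splits had medians of 18, 18 and 17 lists, in the same order.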
